# Epigenome-wide skeletal muscle DNA methylation profiles at the background of distinct metabolic types and ryanodine receptor variation in pigs

**DOI:** 10.1186/s12864-019-5880-1

**Published:** 2019-06-13

**Authors:** Siriluck Ponsuksili, Nares Trakooljul, Sajjanar Basavaraj, Frieder Hadlich, Eduard Murani, Klaus Wimmers

**Keywords:** DNA methylation, Pig, RRBS, Genetic variation, RYR

## Abstract

**Background:**

Epigenetic variation may result from selection for complex traits related to metabolic processes or appear in the course of adaptation to mediate responses to exogenous stressors. Moreover epigenetic marks, in particular the DNA methylation state, of specific loci are driven by genetic variation. In this sense, polymorphism with major gene effects on metabolic and cell signaling processes, like the variation of the ryanodine receptors in skeletal muscle, may affect DNA methylation.

**Methods:**

DNA-Methylation profiles were generated applying Reduced Representation Bisulfite Sequencing (RRBS) on 17 Musculus longissimus dorsi samples. We examined DNA methylation in skeletal muscle of pig breeds differing in metabolic type, Duroc and Pietrain. We also included F2 crosses of these breeds to get a first clue to DNA methylation sites that may contribute to breed differences. Moreover, we compared DNA methylation in muscle tissue of Pietrain pigs differing in genotypes at the gene encoding the Ca2+ release channel (RYR1) that largely affects muscle physiology.

**Results:**

More than 2000 differently methylated sites were found between breeds including changes in methylation profiles of *METRNL, IDH3B, COMMD6*, and *SLC22A18*, genes involved in lipid metabolism. Depending on RYR1 genotype there were 1060 differently methylated sites including some functionally related genes, such as *CABP2* and *EHD,* which play a role in buffering free cytosolic Ca^2+^ or interact with the Na^+^/Ca^2+^ exchanger.

**Conclusions:**

The change in the level of methylation between the breeds is probably the result of the long-term selection process for quantitative traits involving an infinite number of genes, or it may be the result of a major gene mutation that plays an important role in muscle metabolism and triggers extensive compensatory processes.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5880-1) contains supplementary material, which is available to authorized users.

## Background

Epigenetic modifications of the genome can have short-term and long-term influence on gene expression under different environment [1]. In turn, these changes in expression profiles have implications for traits associated with physical and metabolic integrity [2]. Epigenetic regulation of gene activity is based on chemical modifications of DNA and chromatin, such as DNA methylation or histone acetylation, methylation, phosphorylation, and ubiquitination. Variation in DNA methylation relate to a wide range of cellular functions and pathologies, and the role of DNA methylation dynamics on skeletal muscle development and disease have been recently described [3].

Regulation of DNA methylation and demethylation during cellular differentiation and tissue specification is more dynamic than previously thought [3]. Most genome-wide DNA methylation changes in skeletal muscle have been analysed based on aging in pigs and humans, and the results highlight the role of DNA methylation changes in enhancing proteolysis, a protein catabolic process that is relevant to muscle tissue function and neuromuscular junctions [4, 5]. These studies emphasize the importance of epigenetic mechanisms in age-related muscle disease.

In addition, differences in DNA methylation contribute to phenotype even in monozygotic twins or cloned animals [6–8]. Further, DNA methylation not only influences individual genetic variation, but also reaches population-level differences. Methylome variation has been demonstrated in Caucasian, Asian, and African humans with population-specific DNA methylation sites, along with heritability of variation in DNA methylation [9]. In addition, genetic variants at or near CpG sites change gene expression and can modulate methylation status. This has been attributed to variability in DNA methylation that can be explained by genetic variation at the CpG site itself [10].

Pigs are an important food source and human medical research model [11]. Long term selection and breeding of pigs has resulted in both genetic variation and epigenetic modification [12–15]. Genome-wide DNA methylation profiling in adipose and skeletal muscle tissues of three pig breeds reveals methylation of the promoter regions of genes linked to fatness [16]. Duroc and Pietrain are two common commercial pig breeds known for their divergence in growth rate, body composition, muscularity, and fat content; Pietrain is leaner and Duroc is more obese. Epigenetic variation may have contributed to the selection progress. Epigenetic variation may serve as an adaptation mechanism mediating the response to exogenous stressors. Both processes may have led to the evolution of new alleles.

We sought to catalogue DNA methylation sites at single-base resolution in the muscles of several pig breeds with distinct metabolic types using reduced-representation bisulfite sequencing (RRBS). RRBS is a cost-effective method that allows scalable genome-wide analysis of DNA methylomes with single-base resolution [17]. We analysed DNA methylation variation in distinct metabolic types of pig breeds: Duroc, Pietrain, and a F2 cross between the two breeds. Moreover, within the Pietrain breed, we considered animals of both homozygous genotypes at the *RYR1* g.1843C > T SNP that causes malignant hyperthermia syndrome (MHS) in pigs. We identified genome-wide DNA methylation patterns related to metabolic distinctness due to long-term selection (Duroc and Pietrain breeds), F2 generation cross-breeding between Duroc and Pietrain breeds (DuPi), and differences at a major gene within a pig breed (PiPP and PiNN). This study shows that DNA methylation differs in numerous genes due to long-term selection between breeds as well as due to the large impact of a single major gene.

## Methods

### DNA isolation and library construction

Duroc, Pietrain (MHS homozygous negative (PiNN) and positive (PiPP), respectively) and the F2-Duroc-Pietrain-Ressource Population of the University of Bonn (MHS homozygote negative, DuPi), were fattened at the “Lehr- und Forschungsstation Frankenforst” – a department of the University of Bonn. Pure-bred animals of the breeds Pietrain and Duroc originate from the same commercial breeding lines, which were used to build-up the F2-population. PiPP and PiNN belonged to a line segregating at the porcine ryanodine receptor 1 gene mutation (*RYR1*, C1843T). Animals of the breed Pietrain were genotyped at RYR1, C1843T to identify homozygous MHS negative founders of the DuPi populations and members of the two groups, PiNN and PiPP. Pigs samples in this study were sub-grouped based on our previous study, in which phenotype details have been reported [18, 19]. During the fattening period all pigs received a diet consisting of 13.4 MJ ME/kg, 16% crude protein, 0.75% calcium and 0.55% phosphorus. After slaughter, tissue samples from the longissimus muscle between the 13th and 14th thoracic vertebrae (Duroc, *n* = 5; DuPi, n = 5; PiNN *n* = 3, *RYR1* g.1843C/C; PiPP, n = 5, *RYR1* g.1843 T/T) were collected from each breed for DNA isolation. Phenotypes, gender and age of the individual samples are shown in Additional file 1. Muscle samples were frozen in liquid nitrogen and stored at − 80 °C until analysis.

RRBS is a method designed to integrate restriction enzyme digestion, bisulfite conversion, and next-generation sequencing (NGS) to analyse methylation patterns [20]. RRBS with double enzyme (*Msp*I and *Taq*I) digestion and increased selected-fragment size was used to enhance genome-wide CpG coverage. To construct the RRBS library, 2 μg of DNA with a 1% spike-in control (unmethylated cl857 Sam7 Lambda DNA, Promega) was digested with *Msp*I and *Taq*αI. Multiplexing of several samples per sequencing lane with the Illumina TruSeq DNA library preparation kit was used. Purified digested DNA fragments were end-repaired, A-tailed, and ligated to C-methylated adapters using a TruSeq Nano DNA Sample Preparation kit (Illumina) according to the manufacturer’s recommendations. Next, adapter-ligated DNA fragments were size-selected on 2% low-range ultra-agarose gels to obtain inserts of 40–240 bp. The purified DNA library was subjected to bisulfite conversion using an EpiTect Bisulfite kit (Qiagen). PCR amplification (95 °C for 3 min, followed by 10 cycles of 98 °C for 20 s, 60 °C for 15 s and 72C for 30 s) of the library was performed using a PfuTurbo Cx Hotstart DNA Polymerase kit (Stratagene). The quality of RRBS libraries was assessed using an Agilent DNA 1000 kit (Agilent Technologies). NGS of RRBS libraries was performed on an Illumina HiSeq2500 for single-reads of 114 bp at the FBN Dummerstorf. The bcl2fastq2 conversion software v2.19 was used to convert base call files from a sequencing run into FASTQ files. The sequence reads were mapped to the pre-converted reference genome (Sscrofa 11.1), reads aligned to the multiple regions were removed, and best uniquely mapped reads were used for methylation calling. In total, 17 RRBS libraries passed quality control and were used for further analysis.

### RRBS data analysis

A standard analysis pipeline of DNA methylation involving pre-processing and read-alignment per CpG methylation call and identification of differentially methylated CpG sites/regions has been established by our group. The raw fastq files were pre-processed using a custom C++ based program to retain sequence reads with a mean Phred quality (Q-score) > 20, a minimum length of 30 bp without uncertain base-calling of N, and adapter sequence contamination. Two bases of both 5′- and 3′- fragment ends, which were artificially filled-in to create blunt-ends and to facilitate adapter-ligation during library construction, were removed. Clean reads were further passed to the read-alignment step using a default setting of Bismark version 0.19.0 [21], which maps bisulfite sequencing reads to the reference genome (Sscrofa 11.1) using the short read aligner Bowtie2 version 2.2.8 and further performs methylation calls for each cytosine in CpG, CHG, and CHH contexts (where H is A, C, or T).

The final differential methylation analysis was done using the R-based software tool methylKit version 1.8.0 [22]. CpGs sites covering less than 10X were removed based on methylKit’s proposed quality control [22]. In addition, the reads showing no methylation variation across all samples were filtered out. Logistic regression of the MethylKit was applied to evaluate methylation proportion of each CpG between samples [22].

The standard false discovery rate (FDR)-based method was used for multiple hypothesis testing [23]. Top differentially methylated CpG sites from each pairwise comparison were selected based on FDR values (FDR < 0.05). Moreover, we considered only CpGs with > 25% differences in DNA methylation levels and focused on CpG sites in within 2 kb of the transcription start site (TSS) to prioritize variable sites for consideration in future analyses. Differentially methylated CpG sites were annotated to genomic features using the genomation R/Bioconductor package (version 1.16.0). In order to identify methylated sites that are of potential origin of either the Pietrain or the Duroc breed, comparisons between DuPi on the one hand and the pure breeds on the other hand were made revealing those methylation sites that were different to one of the pure breeds only, but not to the other pure breed. Accordingly, ‘Duroc-origin’ means that there is no significant difference between DuPi and Duroc, but there is differential methylation of DuPi vs. PiNN or PiPP; ‘Pietrain-origin’ means that there is no differential methylation of DuPi vs. PiPP or PiNN or both, but there is differential methylation of DuPi vs. Duroc.

### SNP discovery

The non-bisulfite-treated version of reduced representation DNA libraries of a pool of each breed (4 libraries) were sequenced for SNP identification. Raw reads from non-bisulfite treatment were pre-processed similar to those from bisulfite conversion, i.e. a mean Q-Score of > 20, min. Length of > 30 bp, no N base-calls, no adapter sequence, and a 2 bp-trimming from both fragment ends. Quality-filtered reads were then aligned to the porcine reference genome Sscrofa 11.1 using Bowtie 2 version 2.2.8 [24]. Uniquely aligned reads and dbSNP build 150 (ftp://ftp.ncbi.nih.gov/snp/organisms/archive/pig_9823/) were used for variant identification using GATK version 3.7 with default parameters [25]. These variant sites were removed from the RRBS dataset before analysis.

### Bisulfite PCR and pyrosequencing

Differentially methylated CpGs identified by genome-wide analysis were validated in 10 animals per breed including the ones used for RRBS analysis by bisulfite PCR and pyrosequencing methods. Genomic DNA from skeletal muscle tissue was treated with bisulfite using the EZ DNA Methylation Gold Kit (Zymo Research) according to supplier’s instructions. Primers were designed using pyrosequencing assay design software and listed in Additional file 2. Converted DNA was amplified by PCR using AmpliTaq Gold DNA polymerase (Applied Biosystems, Cat. No. 4311814): hot start at 94 °C for 4 min; 40 cycles of 94 °C for 30 s, primer-specific annealing temperature for 40 s, and 72 °C for 1 min; and 72 °C for 8 min. Pyrosequencing of PCR products was performed using PSQ™96MA per manufacturer’s instructions (Qiagen). CpG methylation percentages were calculated using PSQ96MA System software 2.02 based on the height of T and C peaks at target CpG sites.

### Expression pattern of Duroc and PiNN

We previously analysed expression of genes in longissimus muscles from the same animals in Duroc and PiNN (*n* = 10 per breed) using Porcine Snowball Microarray (Affymetrix) [18]. The 5 Duroc and 3 PiNN animals that underwent RRBS analysis in this study were a subset of those of our previously expression study. Expression data are available in the Gene Expression Omnibus public repository with the GEO accession number GSE69840: GSM1709900–GSM1709919. Differential expression analysis was performed using ANOVA in JMP Genomics 7 (SAS Institute). Breed was treated as a fixed effect. To control for multiple testing, *p*-values were converted to a set of *q*-values [26].

### Functional analysis

Functional network analysis was done to gain biological insights into differentially methylated loci between pig breeds. Genes annotated from the selected CpG (different methylation level > 25%, significant at FDR < 5%, position < 2 kb from TSS) were included in the gene function network analysis and GO enrichment analysis. Ingenuity pathway analysis (IPA, Ingenuity Systems, Inc., CA, USA) with its core analysis features was used. IPA categorizes genes based on annotated gene functions and statistical tests for over-representation of functional terms within a gene list using Fisher’s Exact Test. The online tool DAVID version 6.8 was used to perform an enrichment analysis in GO-ontology terms.

### Quantitative real-time PCR (qPCR)

Total RNA was isolated by using Tri-Reagent-phenol-chloroform extraction (Sigma-Aldrich, Taufkirchen, Germany) according to manufacturer’s protocol. To remove any DNA DNase (Qiagen, Hilden, Germany) treatment and purification using the RNeasy Mini Kit (Qiagen, Hilden, Germany) were performed. To check, whether the RNA samples still contain DNA, PCR was performed on RNA samples without cDNA synthesis using primers for the glycerol aldehyde-3-phosphate dehydrogenase (*GAPDH*) gene. Muscle cDNA was synthesized from samples of the identical 10 animals per breed that were used to validate the differentially methylated CpG sites. QPCR was performed using the LightCycler 480 Real-Time PCR System (Roche Diagnostics). Amplification was conducted in duplicate according to the supplier’s instructions. Reactions were performed in a final volume of 10 μL using 5.0 μL of LightCycler 480 SYBR Green I Master (Roche), 2.0 μL of Aqua Dest water, 10 μM of each primer, and 40 ng of cDNA. Temperature profiles comprised an initial denaturation step at 95 °C for 10 min and 40 cycles of denaturation at 95 °C for 15 s, annealing at 60 °C for 10 s, and extension at 72 °C for 15 s. Primer sequences are provided in Additional file 2. Expression levels were normalised to *RPL32, RPS11,* and *ß-ACTB*.

## Results

### Genome wide DNA methylation profiling of muscle

We sequenced 18 RRBS libraries using a single-read flow cell with 114 cycles on a HiSeq2500. We used 17 RRBS libraries with an average of 30 million high-quality reads per library (Table 1). The average mapping efficiency was 52.4 ± 1.6% using Bismark run with Bowtie 2 against a reference pig genome (Sscrofa11.1). Overall methylated cytosines in the CG/CHG/CHH (whereby H can be either A, T or C) context were 44.7%/0.9%/0.7% in DuPi, 44.5%/0.8%/0.80% in Duroc, 44.2%/1.0%/0.8% in PiPP, and 44.8%/1%/0.8% in PiNN, respectively, with a bisulfite conversion rate of > 99.0%. C methylated in unknown context like CN or CHN (whereby N can be either A, T, G or C) was observed to be 6.98% in DuPi, 7.14% in Duroc, 6.65% in PiPP and 6.90% in PiNN. Figure 1 shows mapping efficiencies of CpG- and non-CpG-methylation sites (CHG, CHH, CN, or CHN) in muscle tissue of 4 pig populations. In total, 441,894 CpG positions were identified for further study after quality checks and normalization with at least 10X coverage. The hierarchical clustering dendrogram of all samples revealed a specific, distinct methylation pattern in each breed (Fig. 2a).

**Table 1:** Details of mapping RRBS libraries to the porcine genome (Sscrofa11.1) using bismark (Bowtie 2)

Sample ID	Clean reads	Unique alignments	Mapping efficiency	CpG methylation	Non-CpG methylation
DuPi_11	25,598,295	13,016,706	50.8%	44.0%	8.1%
DuPi_12	33,475,531	16,674,560	49.8%	45.2%	8.7%
DuPi_56	33,731,881	17,385,378	51.5%	45.2%	8.0%
DuPi_57	29,270,325	15,359,097	52.5%	44.8%	8.5%
DuPi_60	31,094,984	15,763,028	50.7%	44.2%	9.4%
Duroc_38	28,869,589	14,725,935	51.0%	43.7%	8.1%
Duroc_42	23,517,510	12,022,839	51.1%	44.8%	9.1%
Duroc_43	35,098,019	19,596,737	55.8%	45.2%	10.2%
Duroc_58	35,688,527	18,941,344	53.1%	44.5%	9.4%
Duroc_61	30,005,918	15,453,489	51.5%	44.5%	8.0%
PiPP_23	30,088,721	15,743,823	52.3%	44.7%	9.3%
PiPP_48	28,917,500	15,104,512	52.2%	43.3%	8.2%
PiPP_51	34,649,573	18,386,095	53.1%	44.6%	8.6%
PiPP_52	29,679,615	15,433,031	52.0%	44.1%	7.9%
PiNN_41	31,118,398	16,512,344	53.1%	44.5%	9.0%
PiNN_47	25,844,090	13,465,314	52.1%	44.6%	8.2%
PiNN_49	30,608,401	16,929,760	55.3%	45.3%	9.0%

**Fig. 1:**
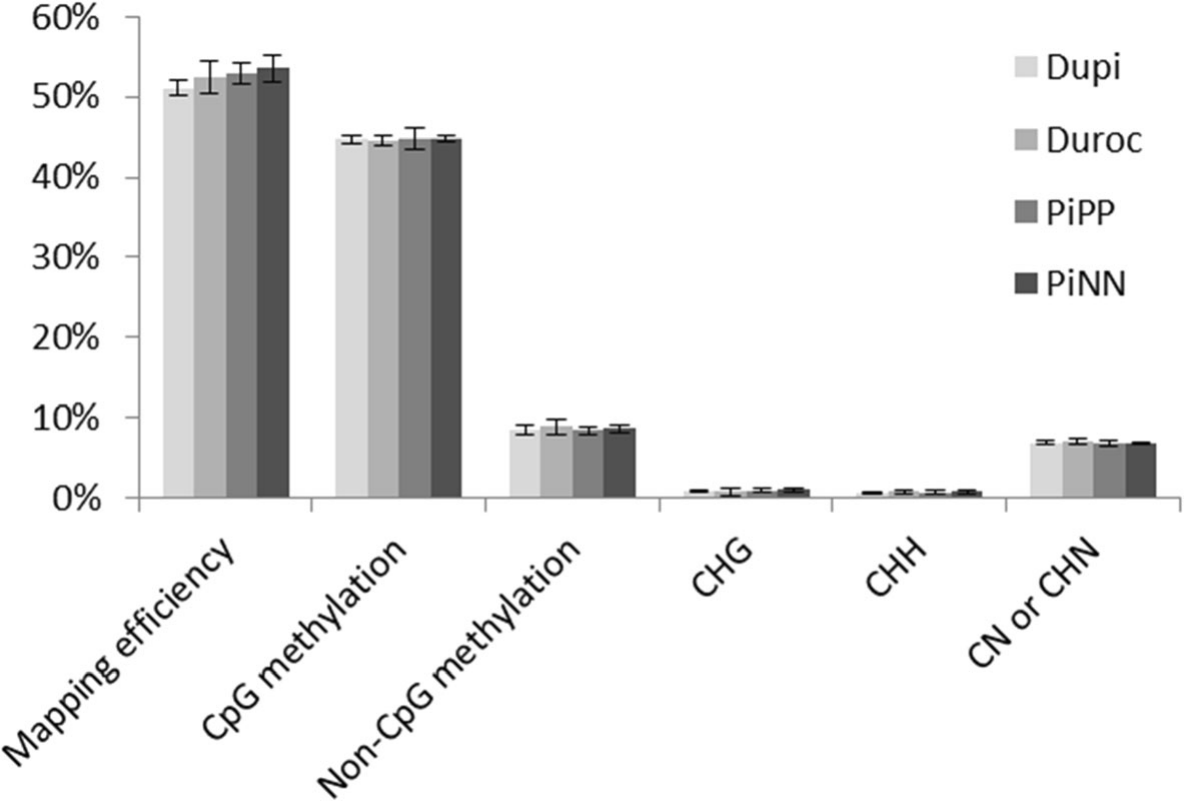
Comparison of the mapping efficiency and methylation level of CpG and non-CpG sites between 4 pig breeds. Non-CpG methylation was divided into CHG, CHH, CN, or CHN

**Fig. 2:**
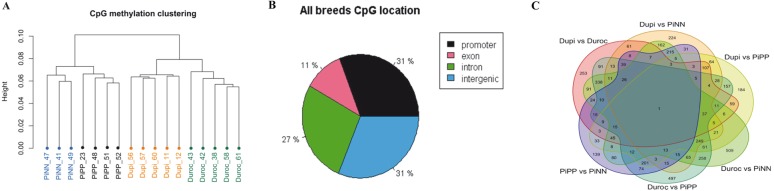
DNA methylation profiling of muscle in divergent pig breeds with distinct metabolic types and genetic backgrounds. **a** Hierarchial cluster analysis of individual samples of all 441,894 CpGs from 4 pig breeds with at least 10-fold coverage. Distance of the sample according to methylation patterns was estimated by ward method using methykit R packages. **b** Mapping location of all CpGs on promoter, exon, intron, and intergenic regions are given as percentages. **c** Venn diagram of the number of differentially methylated CpGs between breeds

By screening SNPs from 441,894 CpG positions using our own sequence data, we found about ~ 1.1% (4849/441894) SNPs at the CpG sites. This 1.1% of polymorphic sites at CpG positions was excluded from further analysis. In addition, CpG sites with 0% or 100% methylation in all samples were deleted. After applying these filters, 437,045 CpGs were used for differential CpG methylation analysis among breeds. Among the remaining 437,045 CpGs, 31% were located on promoter regions, 11% on exons, 27% on introns, and 31% on intergenic regions (Fig. 2b).

#### Identification of differentially methylated CpGs between breeds

In total, 4626 CpG positions were differentially methylated between any of the 4 groups of pigs at FDR < 5% with a > 25% methylation difference. A summary of differentially methylated CpGs between breeds in functional regions of the genome is shown in Table 2. The most differentially methylated CpGs were found between Duroc and PiNN (2303 CpGs), followed by Duroc and PiPP (2276 CpGs). 1060 CpGs were differentially methylated between PiPP and PiNN. Our analysis showed 509, 497, 253, 224, 184, and 139 CpGs with specific differential methylation between Duroc vs PiNN, Duroc vs PiPP, DuPi vs Duroc, DuPi vs PiNN, DuPi vs PiPP, and PiPP vs PiNN, respectively (Fig. 2c).

**Table 2:** Differentially methylated CpGs and their location in genomes of different pig breeds with FDR of < 5% and methylation difference of > 25%

Breed	No. of differentially methylation CpGs	Hypermethylation breeds (No.)	Location of differentially methylated CpGs		
			Exons	Introns	Promoter region around TSS (within 2 kb)
DuPi vs Duroc	1303	Duroc (846)	55	252	60
DuPi vs PiPP	1352	PiPP (601)	79	268	73
DuPi vs PiNN	1440	PiNN (650)	62	281	61
Duroc vs PiPP	2276	PiPP (861)	110	432	108
Duroc vs PiNN	2303	PiNN (899)	102	438	119
PiPP vs PiNN	1060	PiNN (549)	33	222	55

#### Comparison of CpG methylation levels between DuPi and Duroc

Manhattan plots were generated to show the distribution of differentially methylated CpGs sites among all 437,045 CpGs across all autosomal regions (Fig. 3). Differential methylation analysis revealed a total of 1303 CpGs sites were differentially methylated between DuPi and Duroc (Additional file 3). In total 55, 252, and 60 out of 1303 CpGs were located in exons, introns, or promoters, respectively (Table 2). Of the 1303 CpG positions, 846 were more methylated in Duroc than DuPi. Figure 4a shows a volcano plot depicting only annotated CpGs located in promoter regions within 2 kb of TSS. Most interestingly, the CpG site (SSC2, position 2,033,932 bp) was located in the promoter of *SLC22A18.* This CpG position was hypermethylated in Duroc and hypomethylated in DuPi. Similar CpGs with higher methylation in Duroc were also found in *SPTB, IP013, LRRC45, CROCC2,* and *TRIM21* (Additional file 3, Fig. 4a). CpG positions hypermethylated in DuPi were found within the promoters of *METRNL, IGSF3*, *MASP2,* and *NAP1L4*.

**Fig. 3:**
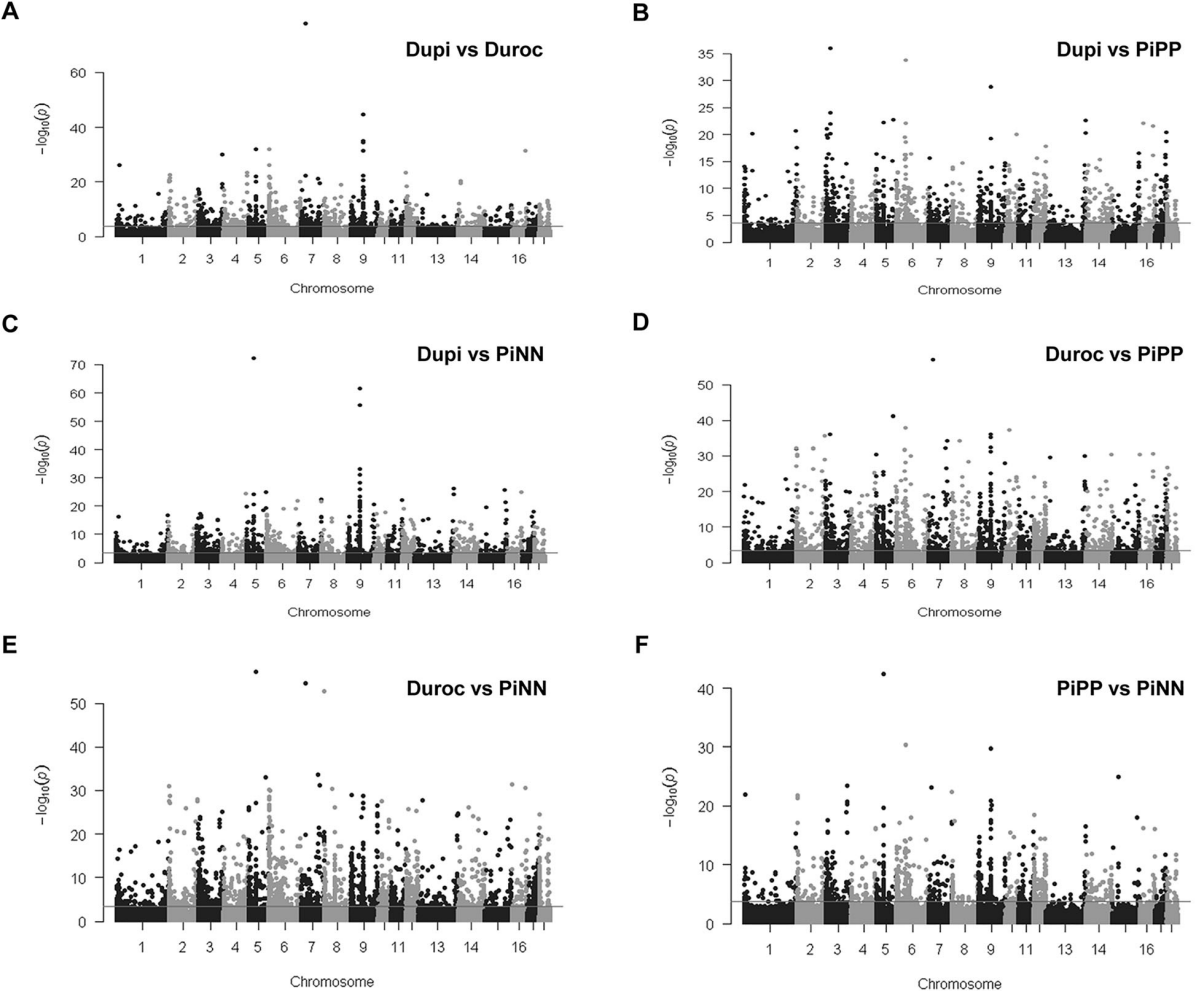
Manhattan plots showing the distribution of differentially methylated CpGs sites between breeds identified across all pig chromosome regions. **a** Differential methylation analysis between DuPi and Duroc. **b** Differential methylation analysis between DuPi and PiPP. **c** Differential methylation analysis between DuPi and PiNN. **d** Differential methylation analysis between Duroc and PiPP. **e** Differential methylation analysis between Duroc and PiNN. **f** Differential methylation analysis between PiPP and PiNN. Each point represents a CpG site, with genomic position on the x-axis and –log10 of the *p*-value for differential methylation between breeds on the y-axis. Red line represents significance at FDR < 5%. Chromosomes are alternately black and grey for ease of visibility

**Fig. 4:**
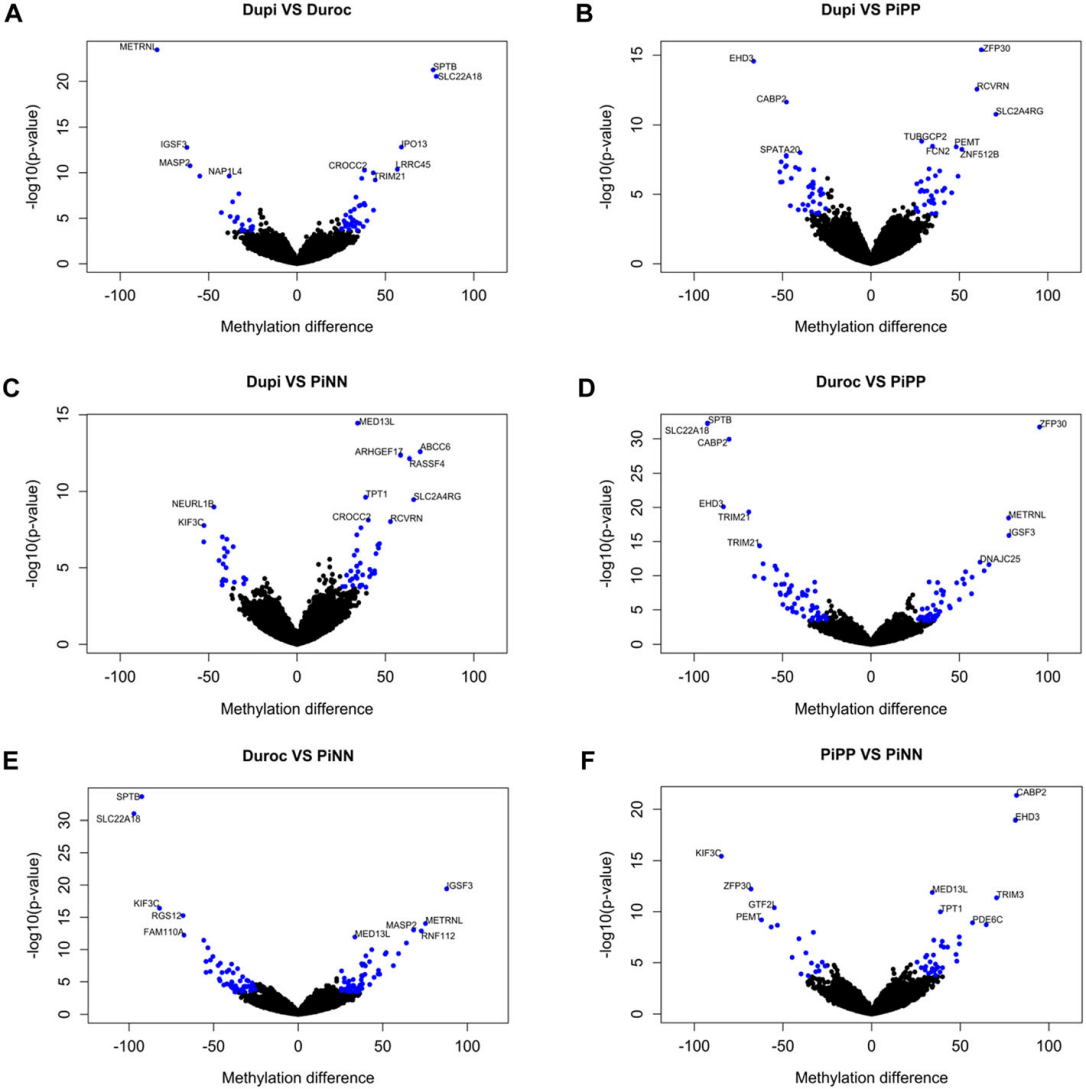
Volcano plots of differentially methylated CpGs in pairwise comparisons between breeds. **a** Differential methylated CpGs DuPi vs. Duroc. **b** Differential methylated CpGs DuPi vs. PiPP. **c** Differential methylated CpGs DuPi vs. PiNN. **d** Differential methylated CpGs Duroc vs. PiPP. **e** Differential methylated CpGs Duroc vs. PiNN. **f** Differential methylated CpGs PiPP vs. PiNN. The x-axis indicates differences in mean methylation percentages and the y-axis indicates negative log (*p*-values). Blue CpG sites were significant at FDR < 5%, showed methylation differences more or less than 25% and were located within 2 kb distance from TSS. Top ten genes annotated in the defined regions are shown

#### Comparison of CpG methylation levels between DuPi and Pietrain (PiNN and PiPP)

Manhattan plots of Fig. 3b and c show the distribution of differentially methylated CpG sites between DuPi vs PiPP and DuPi vs PiNN located on pig chromosome regions. Differential methylation analysis revealed a total of 1352 and 1440 CpGs sites differentially methylated between DuPi vs PiPP and DuPi vs PiNN, respectively (Additional files 4 and 5). The most prominent differentially methylated CpG sites between DuPi and PiPP were found within 22 Mb on SSC3 and within 47 Mb on SSC6. In total, 79, 268, and 73 differentially methylated CpG sites between DuPi and PiPP and 62, 281, and 61 differentially methylated CpG sites between DuPi and PiNN were found in exons, introns, and promoters, respectively (Table 2, Additional files 4 and 5).

Volcano plots of differentially methylated CpGs located in the promoters region around TSS within 2 kb are shown in Fig. 4b and c, highlighting the higher methylation levels of *EHD3*, *CABP2,* and *SPATA20* in DuPi and higher methylation levels of *ZEP30, RCVRN, SLC2A4RG, TUBGCP2, PEMT, FCN2,* and *ZNF512B* in PiPP (Additional file 4, Fig. 4b). Top differentially methylated CpG sites were located in promoters, with higher methylation levels in DuPi compared to PiNN, including *KIF3C* and *NEURL1B*. CpG sites more methylated in PiNN compared to DuPi included *MED13L, ABCC6, ARHGEF17, RASSF4, TP1, SLC2A4RG, CROCC2,* and *RCVRN* (Additional file 5, Fig. 4c).

#### Comparison of CpG methylation levels between Duroc and Pietrain (PiNN and PiPP)

Differential methylation analysis revealed a total of 2276 and 2303 CpG sites that were differentially methylated in Duroc vs PiPP and Duroc vs PiNN breeds, respectively (Additional files 6 and 7, Fig. 3d and e). The location of differentially methylated CpG sites between Duroc and Pietrain is summarized in Table 2. About 1268 CpGs were common in the comparisons between Duroc with PiPP and with PiNN. This includes CpGs at position 63.38–63.39 kb on SSC9, which had less methylation in Duroc than Pietrain. Many CpGs located in promoter regions, including *SPTB, SLC22A18,* and *TRIM21,* were highly methylated in Duroc and unmethylated in both PiPP and PiNN (Fig. 4d and e). CpGs in *METRNL, IGSF3,* and *RNF112* were highly methylated in PiPP or PiNN and unmethylated in Duroc (Fig. 4d and e).

#### Comparison of CpG methylation levels between Pietrain breeds

Figure 3f represents the distribution of differentially methylated CpG sites in PiPP vs PiNN along chromosome regions. Differential methylation analysis between Pietrain breeds revealed a total of 1060 CpG sites (Additional file 8). The most interesting and highly methylated CpGs located on SSC3 were within 112–113 kb, which includes CpGs on *EHD3*. In total 33, 222, and 55 differentially methylated CpGs between PiPP and PiNN were located in exons, introns, and promoter regions, respectively (Table 2, Additional file 8). CpGs located in promoters such as *CABP2, EHD3, MED13L, TRIM3, TPT1,* and *PDE6C* were more methylated in PiNN, whereas *KIF3C, ZFP30, GTF2L,* and *PEMT* were more methylated in PiPP (Fig. 4f).

#### Differences in expression and methylation levels between Duroc and PiNN

To evaluate the influence of DNA methylation on gene expression, we analysed our previous muscle expression profile from the same samples collected from Duroc and PiNN animals [18]. 

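Expression was measured on the Affymetrix Porcine Snowball array in longissimus muscle of 10 Duroc and 10 PiNN pigs, with 1 array per animal. The values are probe set signals on the log2 scale, normalized between arrays by a method not given in the sources used here. The means of each breed equalled those listed in Additional file 9 to within 5.5e-05, and the listed fold changes are powers of base 2 of their differences. All 45922 porcine probe sets were tested, and 1923 control, background and other probe sets were left out. A gene symbol was given for 26058 of the tested probe sets and none for the other 19864. The mean signal was above that of the 69 background probe sets, which averaged 3.93, for 62.3% of the tested probe sets. Breeds were compared with limma, with breed as the only term and p-values adjusted by the Benjamini-Hochberg method over all tested probe sets, so each difference is set against the spread between animals. Differences are given as Duroc minus PiNN on the log2 scale. By the sample IDs of Table 1, 4 of the Duroc and 3 of the PiNN animals on the arrays also had an RRBS library. The paper describes all its Duroc animals with RRBS libraries as among the array animals, but 1 of them in Table 1 has no array here. The array of PiNN animal 49 had the highest background of the 20, at 4.21. The number of arrays limits the precision of every value.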

We selected genes that are present on the microarrays and are close to significant differentially methylated CpGs. The distance between this CpGs sites and the TSS of these genes is shown in column ‘dist_to_feature’ in Additional file 9. Two thousand three hundred three differentially methylated CpGs were found between Duroc and PiNN, of which 1128 were represented as probe sets on the microarrays. 

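Array signals of the Wnt receptor FZD7 and the phosphatase DUSP12 were higher in PiNN muscle. Those of the aryl hydrocarbon receptor AHR, the chromatin protein JMJD1C and the amino acid transporter SLC38A4 were higher in Duroc muscle. FZD7 lies on chromosome 15 of the porcine genome from 105644164 to 105648860. The signal of its probe set SNOWBALL_044919_st was 5.21 ± 0.36 (SD, n = 10) in Duroc and 6.42 ± 0.33 (SD, n = 10) in PiNN, a difference of -1.21 (standard error 0.15, adjusted p = 0.000126 from limma). DUSP12, on chromosome 4 from 88811565 to 88818513, differed by -0.99 (standard error 0.14, adjusted p = 0.000813), and all 10 Duroc animals lay below the PiNN median. No other probe set carried its name, so sequence variants between the breeds under its probes could not be weighed. SLC26A7, an anion transporter on chromosome 4 from 45410795 to 45637500, differed by 1.40 (standard error 0.26, adjusted p = 0.00422). The other genes with the largest differences among those that passed the test were ITGA1 (1.52), RPL19 (1.49), JMJD1C (1.42), NR4A3 (1.23), DMXL1 (1.16), SLC38A4 (1.14), DNAJC10 (1.11), SRSF12 (1.07) and AHR (1.06) on the Duroc side. On the PiNN side they were EIF4H (-1.80), CISH (-1.56), GNAS (-1.47), KLHL22 (-1.38), CKB (-1.21), EPHX2 (-1.07), ERMAP (-1.06) and FNTB (-1.03). The signals were at or below the mean of the background probe sets in both breeds for DNAJC10, in PiNN for ITGA1, NR4A3, SRSF12 and AHR, and in Duroc for CKB and EIF4H, so the size and rank of these differences are not firm. With single animals left out, GNAS and SRSF12 each lost the adjusted p under 0.05 in 15 of the 20 fits (up to 0.0879 and 0.0911), EIF4H in 9 (up to 0.0690) and KLHL22 in 2 (up to 0.0556). Each of these values is from 1 probe set, and the 73 other probe sets named RPL19 averaged 0.0034. The other probe sets averaged 0.02 for EIF4H and for GNAS, -0.05 for CKB, KLHL22 and ERMAP, and -0.14 for CISH, and none of them passed. For EIF4H, 5 PiNN animals had signals from 6.46 to 7.76, and the other PiNN animals lay from 3.68 to 5.29.

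Across the array, 1917 of 45922 probe sets differed at an adjusted p under 0.05, of which 1268 were higher in Duroc and 649 higher in PiNN. The number was 1174 without PiNN animal 36, 1210 without Duroc animal 46 and 1267 without PiNN animal 22, and at most 2489, without Duroc animal 31. They carry the names of 1124 genes. The unadjusted p was under 0.05 for 7941 probe sets, or 17.3%. A difference of at least 2-fold was found for 48 of the 1917. The signals of the breeds did not overlap at 56 probe sets, where chance gives 0.497. The share of passing probe sets that were higher in Duroc was 66.1% with all animals and 53.9% without PiNN animal 49. It was 48.5% with the background level of each array as a covariate, 92.0% among the animals with an RRBS library and 32.8% among those without.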

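The circadian clock genes BHLHE40 and NR1D1 were more abundant in PiNN muscle, and several calcium-handling genes differed in both directions. BHLHE40, on chromosome 13 from 61526121 to 61533686, had a signal of 9.55 ± 0.28 (SD, n = 10) in Duroc and 10.16 ± 0.31 (SD, n = 10) in PiNN, a difference of -0.61 (standard error 0.13, adjusted p = 0.00844 from limma). NR1D1 differed by -0.47 (adjusted p = 0.0190). The voltage-gated calcium channel subunit CACNA2D1, on chromosome 9 from 97781057 to 98265925, had a signal of 11.09 ± 0.21 (SD, n = 10) in Duroc and 10.37 ± 0.31 (SD, n = 10) in PiNN, a difference of 0.72 (standard error 0.12, adjusted p = 0.00169). The sarcoplasmic reticulum protein SRL differed by -0.31 (adjusted p = 0.0266) and the store-operated channel ORAI1 by -0.46 (adjusted p = 0.0281). The muscle growth inhibitor MSTN was higher in Duroc by 0.77 (adjusted p = 0.0190), as were the fatty acid transporter CD36 by 0.54 (adjusted p = 0.0409) and the methyl-CpG binding protein ZBTB33 by 0.41 (adjusted p = 0.0220). THRA, a thyroid hormone receptor, was lower in Duroc by a difference of -0.40 (adjusted p = 0.0348). Leaving out single animals took the adjusted p above 0.05 in 15 of the 20 fits for CD36 (up to 0.0839), 10 for THRA (up to 0.0710), 6 for ORAI1 (up to 0.0573) and 3 for SRL (up to 0.0561). All 10 measured genes of slow-twitch fibres had higher means in Duroc, with a median difference of 0.29, but none of them passed the test, and MYH7 differed by 0.26 (adjusted p = 0.385).

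Gene lists were written before the array values were seen, but those of the qPCR genes and of genes named near the transcription start came from the paper. Both hold genes that the paper had already listed as different on these arrays. Of 30 lists, 0 were shifted at an adjusted p under 0.05 by camera with its preset correlation. An unadjusted p under 0.05 was found for 6. These were the genes of slow-twitch fibres and of DNA methylation, higher in Duroc, and those of glycolysis, the circadian clock, antigen presentation and the proteasome, higher in PiNN. The smallest adjusted p was 0.156, for slow-twitch fibres. With the same settings, other splits of the 20 animals into 2 groups of 10 gave up to 15 lists at an adjusted p under 0.05. At least 1 list passed in 94 of those splits, so the 6 lists cannot be told apart from what unrelated groups of these animals give. The number of passing lists was 2 without PiNN animal 49 and 1 when Duroc animal 24 or 31 or PiNN animal 36 or 62 was left out. These counts use the preset correlation, and an estimated one was not run without single animals. In the fit of only animals with an RRBS library the proteasome genes were instead higher in Duroc (adjusted p = 3.07e-05 from camera with its preset correlation), a shift that did not pass with an estimated correlation (adjusted p = 0.819), and in the fit of only animals without an RRBS library they were higher in PiNN (adjusted p = 1.10e-07 with the preset and 0.432 with an estimated correlation). Those of glycolysis (unadjusted p = 0.436) and antigen presentation (unadjusted p = 0.0719) also had a shift toward Duroc among the animals with an RRBS library. The other lists of these 6 kept their direction in every alternative run. With an estimated correlation in all animals 0 lists passed and 0 had an unadjusted p under 0.05, and with fry 0 passed and 8 had an unadjusted p under 0.05. Of the 14 measured clock genes, 3 were higher in PiNN over all probe sets, against 5 higher in PiNN and 1 higher in Duroc when adjusted over the list alone. Of the 23 measured calcium-handling genes, 1 was higher in Duroc and 2 in PiNN over all probe sets, against 4 and 4 when adjusted over the list alone.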

Out of 1128 probe sets, 269 were differentially expressed between Duroc and PiNN at *p* < 0.05, corresponding to *q* < 0.09. 

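The chloride channel of skeletal muscle CLCN1, the RNA-binding protein PCBP1 and the lysosomal protease CTSD were more abundant in PiNN, and the DNA damage kinase ATR was more abundant in Duroc. CLCN1 had a signal of 6.92 ± 0.16 (SD, n = 10) in Duroc and 7.36 ± 0.20 (SD, n = 10) in PiNN, a difference of -0.44 (standard error 0.09, adjusted p = 0.00645 from limma). ATR differed by 0.56 (standard error 0.12, adjusted p = 0.00769), PCBP1 by -0.37 (standard error 0.08, adjusted p = 0.00979) and CTSD by -0.43 (standard error 0.10, adjusted p = 0.0173). PER1, another clock gene, differed by -0.48 (adjusted p = 0.0200). KTN1 had the largest difference of the listed probe sets, at 0.78 (adjusted p = 0.0307), and its adjusted p rose above 0.05, to at most 0.0627, in 9 of the 20 fits without a single animal. Of the 54 probe sets listed in Additional file 9, 16 differed at an adjusted p under 0.05 over all probe sets, 4 of them higher in Duroc and 12 higher in PiNN, and they belong to 14 genes. The number fell to 8 without Duroc animal 46, to 9 without Duroc animal 43 and to 10 when Duroc animal 58 or 59 or PiNN animal 19, 22 or 36 was left out. When adjusted over the list alone, 45 passed. The study chose this list by its difference between the breeds on the same arrays. Neither these counts nor those at an unadjusted p are therefore independent evidence. The unadjusted p was under 0.05 for 46 of the 54 with limma and for 50 with the ANOVA of the methods. Over the list, 41 probe sets had a higher mean in PiNN and 13 in Duroc, and the median size of the difference was 0.31.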

Considering a window of 10 kb around TSS, as in another study [27], there are 54 out of these 269 transcripts. Out of these 35 (65.8%) showed a negative correlation between expression and methylation (Additional file 9). 

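At the zinc finger gene ZNF740, whose CpG lies near the transcription start, expression was higher in PiNN and methylation higher in Duroc. Its probe set SNOWBALL_006944_st had a signal of 6.13 in Duroc and 6.47 in PiNN, a difference of -0.34 (standard error 0.10, adjusted p = 0.0426 from limma). In 14 of the 20 fits without a single animal its adjusted p was above 0.05, up to 0.0833. The other probe sets of ZNF740 differed by -0.21 (SNOWBALL_030467_st, adjusted p = 0.136) and 0.13 (SNOWBALL_038784_st, adjusted p = 0.506). Signals of SNOWBALL_038784_st were at most 2.63, below the background mean of 3.93, so a difference there could not be measured well. The probe sets listed for MED13L (0.37, adjusted p = 0.195), MPRIP (-0.33, adjusted p = 0.0790), DEDD (-0.23, adjusted p = 0.158), IDH3B (-0.21, adjusted p = 0.186), HMGB2 (0.38, adjusted p = 0.161) and ZNF24 (0.20 and 0.26, adjusted p = 0.246 and 0.110) did not pass over all probe sets, nor did that of COMMD6, while 1 of those of IPO13 passed. The other probe sets of MED13L differed by -0.04 and -0.06, those of MPRIP by -0.17, -0.07 and -0.09, and that of IDH3B by -0.05. The -0.09 of MPRIP is from SNOWBALL_047531_st, whose signals, at most 3.24, were also below the background mean. The direction of expression was opposite to that of methylation for 35 of the 54 listed probe sets, or 64.8%. Probe sets of 1 gene are not independent, so the directions were also counted with 1 probe set per gene. They were opposite for 27 of 44 genes, or 61.4% (exact binomial test, two-sided p = 0.174). More genes were higher in PiNN than in Duroc, 33 of 44, and these separate majorities alone give 52.3% opposite genes. The odds ratio for opposite directions was 2.63, with a 95% confidence interval from 0.539 to 14.9 (Fisher's exact test, two-sided p = 0.185). Of the 14 genes with a CpG within 2100 bp of the transcription start by the paper's distances, 9 had opposite directions (exact binomial test, p = 0.424).

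**Figure D1:**
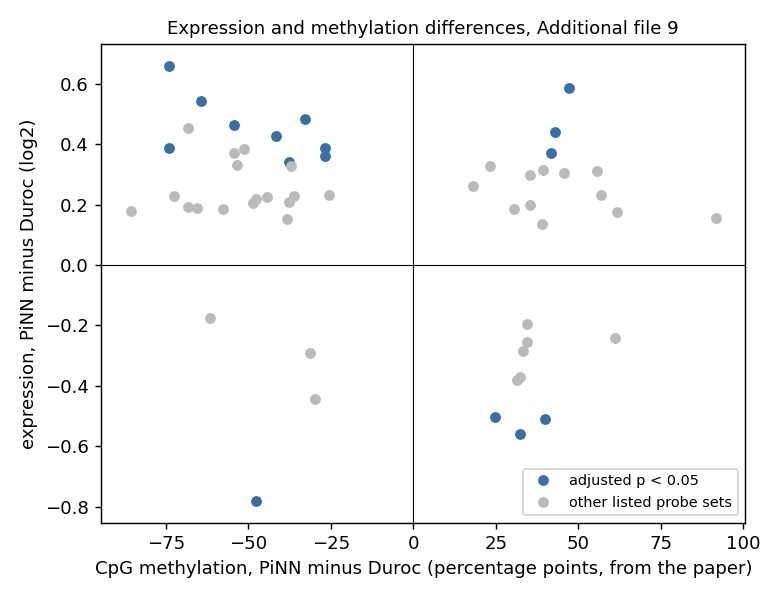
Difference in expression (log2, from the arrays) against difference in CpG methylation (percentage points, the paper's values in Additional file 9), both as PiNN minus Duroc. Each point is 1 of the 54 listed probe sets, and the 16 coloured points passed the test over all probe sets. The upper left and lower right parts hold the 35 probe sets with opposite directions.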

These 9 out of 35 showed differentially methylated CpGs between Duroc and PiNN were located within 2 kb of the TSS of *ZNF740, MED13L, MPRIP, DEDD, IDH3B, COMMD6, HMGB2, IPO13,* and *ZNF24.*

#### Duroc- and Pietrain-origin in F2 DuPi

Comparisons of the methylated sites in DuPi on the one hand and Duroc and PiNN/PiPP on the other hand revealed methylation sites of potential origin from either of the pure breeds. In fact, we identified 408 methylation sites that were differentially methylated between DuPi and either PiNN or PiPP or both, but not to Duroc, indicating potential Duroc-origin of these sites. The cluster analysis of this 408 CpGs sites is shown in Fig. 5a, where Duroc and DuPi cluster together. Similarly, we found 804 CpGs sites different between DuPi and Duroc, but not to PiNN or PiPP or both, indicating Pietrain-origin of these methylation sites. The cluster analysis of this 804 CpGs sites is shown in Fig. 5b, where Pietrain and DuPi cluster together.

**Fig. 5:**
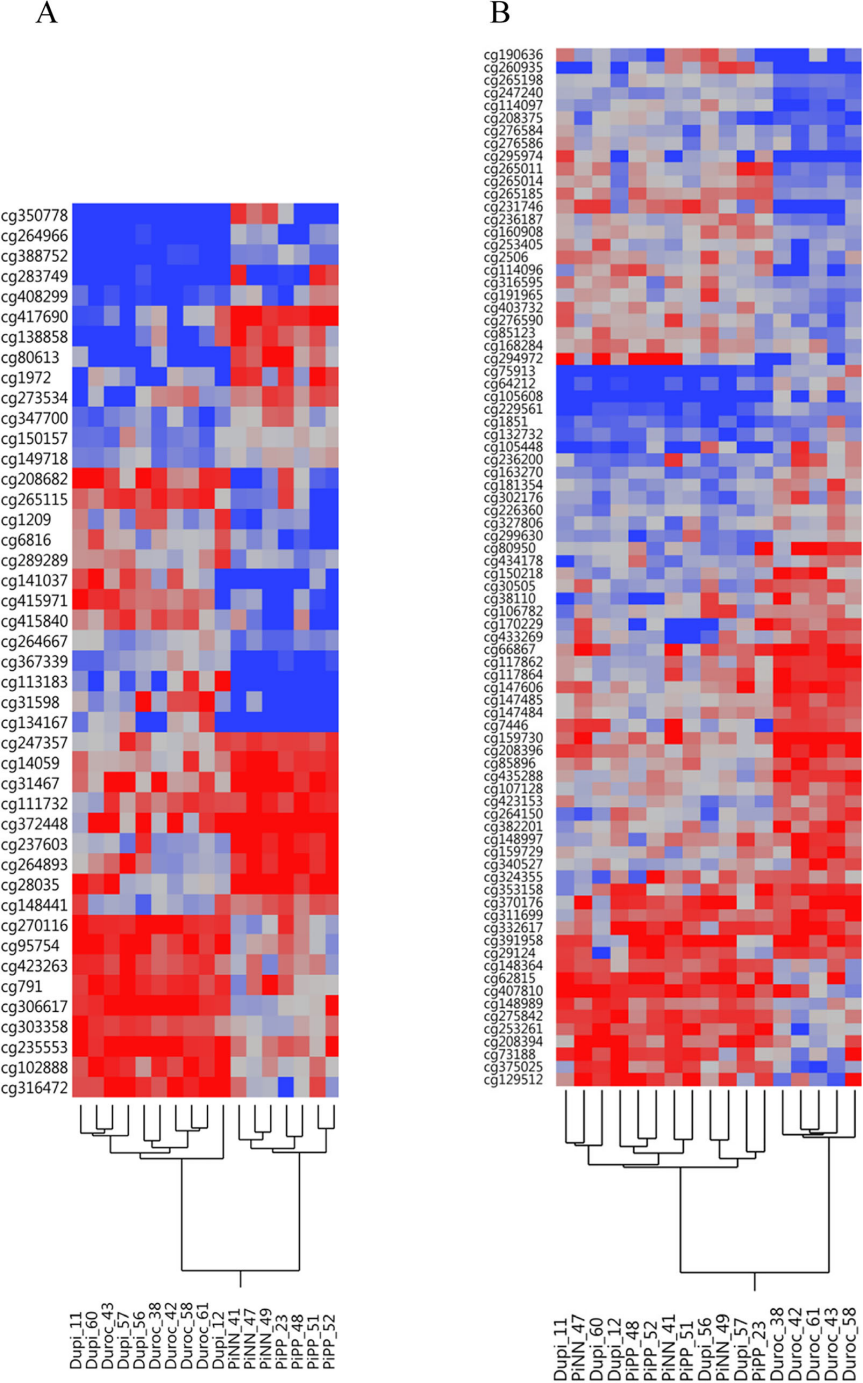
Heatmap and cluster analysis based on methylation levels of CpGs of Duroc-origin (**a**) and Pietrain-origin (**b**), respectively

#### Functional analysis of differentially methylated genes

The annotated genes associated with differentially methylated CpG sites were subjected to a functional analysis. The significant canonical pathways (*p* < 0.05) are shown in Fig. 6, including some interesting molecular routes such as TR/RXR activation, which were found to be enriched only the comparisons of Duroc and other breeds. Other pathways, such as glucose and glucose-1-phosphate degradation and GDP-glucose biosysthesis, were found to be enriched in comparisons between Duroc and PiPP. The Wnt/Ca + pathway was found in the comparisons Duroc-PiPP, Dupi-PiPP, Dupi-PiNN or PiNN-PiPP. The GO enrichment analysis is shown in Additional file 10. Seven genes were found (*CABP2, OTOF, TPT1, DLL1, PCDHGC4, MMP28* and *EHD3*) enriched in GO:0005509~calcium ion binding when comparing between PiPP and PiNN.

**Fig. 6:**
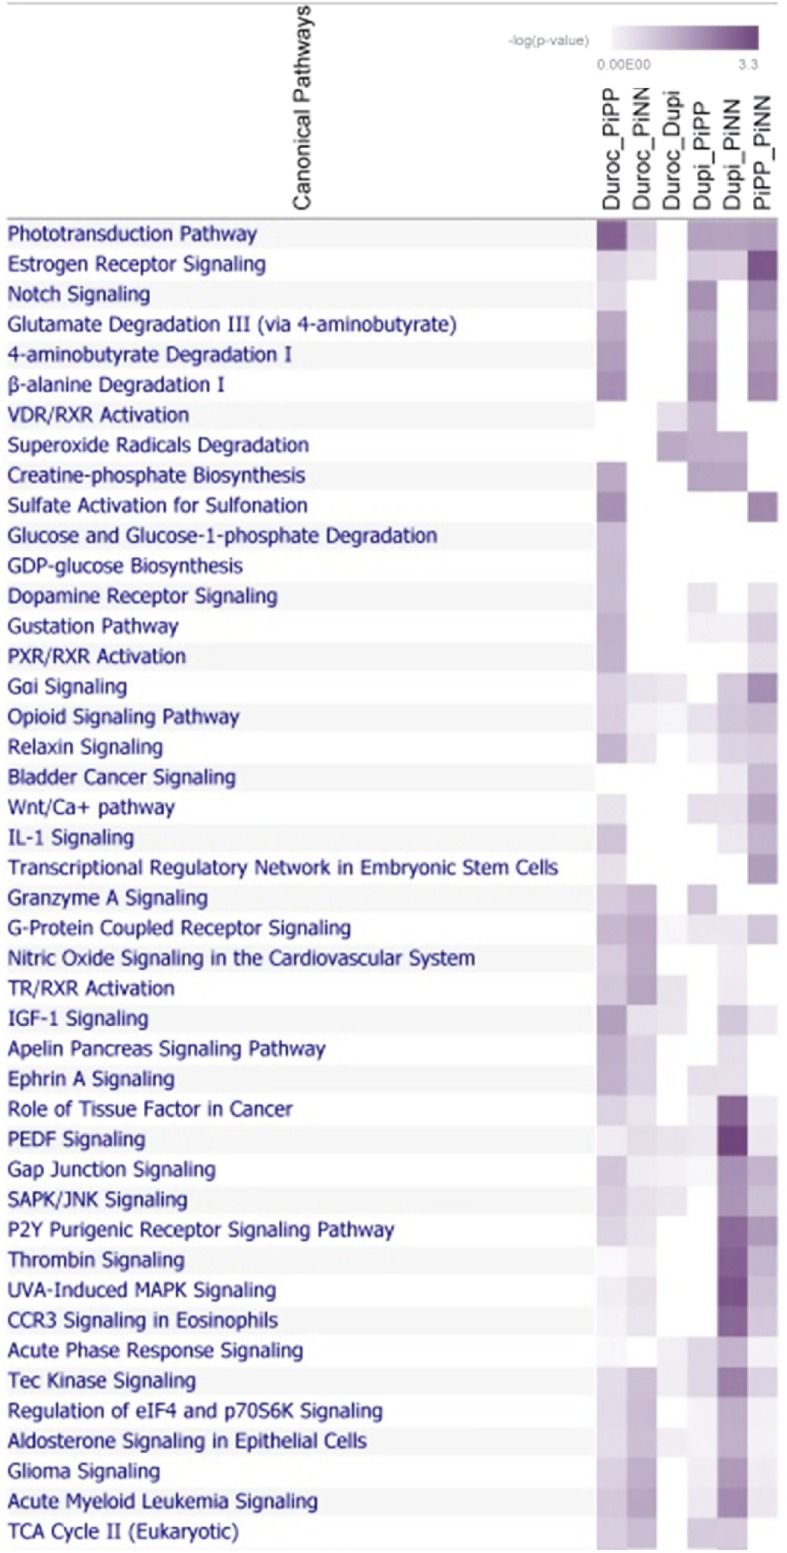
Heatmap indicating the enrichment of differently methylated transcripts between pig breeds in various canonical pathways; intensity of color indicates significance from light to dark

#### Validation of differential methylation and expression profiles among breeds

In all 4 groups of pigs we analysed the level of expression in 8 genes, which were differentially methylated in at least 1 comparison: *SLC22A18*, *EHD3*, *TEDC2, NUDT7, IPO13, COMMD6, SPTB*, and *SLC2A4RG;* four of which showed differential expression between Duroc and PiNN in our previously microarray study (*IPOI3, COMMD6, NUDI7, SLC2A4RG*). 

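The nuclear import receptor IPO13 and the coenzyme A hydrolase NUDT7 were more abundant in PiNN than in Duroc muscle on the arrays. IPO13, on chromosome 6 from 167327587 to 167347805, had a signal of 6.86 ± 0.18 (SD, n = 10) in Duroc and 7.32 ± 0.32 (SD, n = 10) in PiNN at its probe set SNOWBALL_037462_st, a difference of -0.46 (standard error 0.11, adjusted p = 0.0225 from limma). At its other probe set the difference was -0.37 (adjusted p = 0.120). NUDT7, on chromosome 6 from 10161959 to 10174006, differed by -0.66 (standard error 0.18, adjusted p = 0.0409) and by -0.39 (standard error 0.11, adjusted p = 0.0386) at its probe sets. Leaving out single animals raised the adjusted p of these probe sets of NUDT7 to at most 0.0738 and 0.0789, above 0.05 in 13 and 12 of the 20 fits. Among only the animals with an RRBS library their differences were -0.01 and -0.19. The glucose transporter regulator SLC2A4RG differed by -0.18 at the probe set listed in Additional file 9 (adjusted p = 0.292) and by -0.01 at its other probe set (adjusted p = 0.981). SPTB differed by -0.14 (adjusted p = 0.576) and -0.16 (adjusted p = 0.389), and EHD3 by -0.06 (adjusted p = 0.873). EHD3 (3.94 in Duroc, 4.00 in PiNN) and SNOWBALL_029225_st of SLC2A4RG (3.58 in both breeds) had signals at about or below the background mean, so a difference there could not be measured well. Of the 8 genes, 6 are named on the array, and SLC22A18 and TEDC2 are not. At least 1 probe set passed over all probe sets for 2 of the genes, and for 3 when adjusted over the list alone, with COMMD6 added. Over all probe sets the number was 1 when Duroc animal 43, 46 or 58 or PiNN animal 19, 20, 22, 35, 36 or 62 was left out. The ANOVA of the methods at an unadjusted p under 0.05 gave 4 genes, the other two being COMMD6 and SLC2A4RG. The study had listed 4 of these genes from the same arrays, so for them these counts are not independent evidence.

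**Figure D2:**
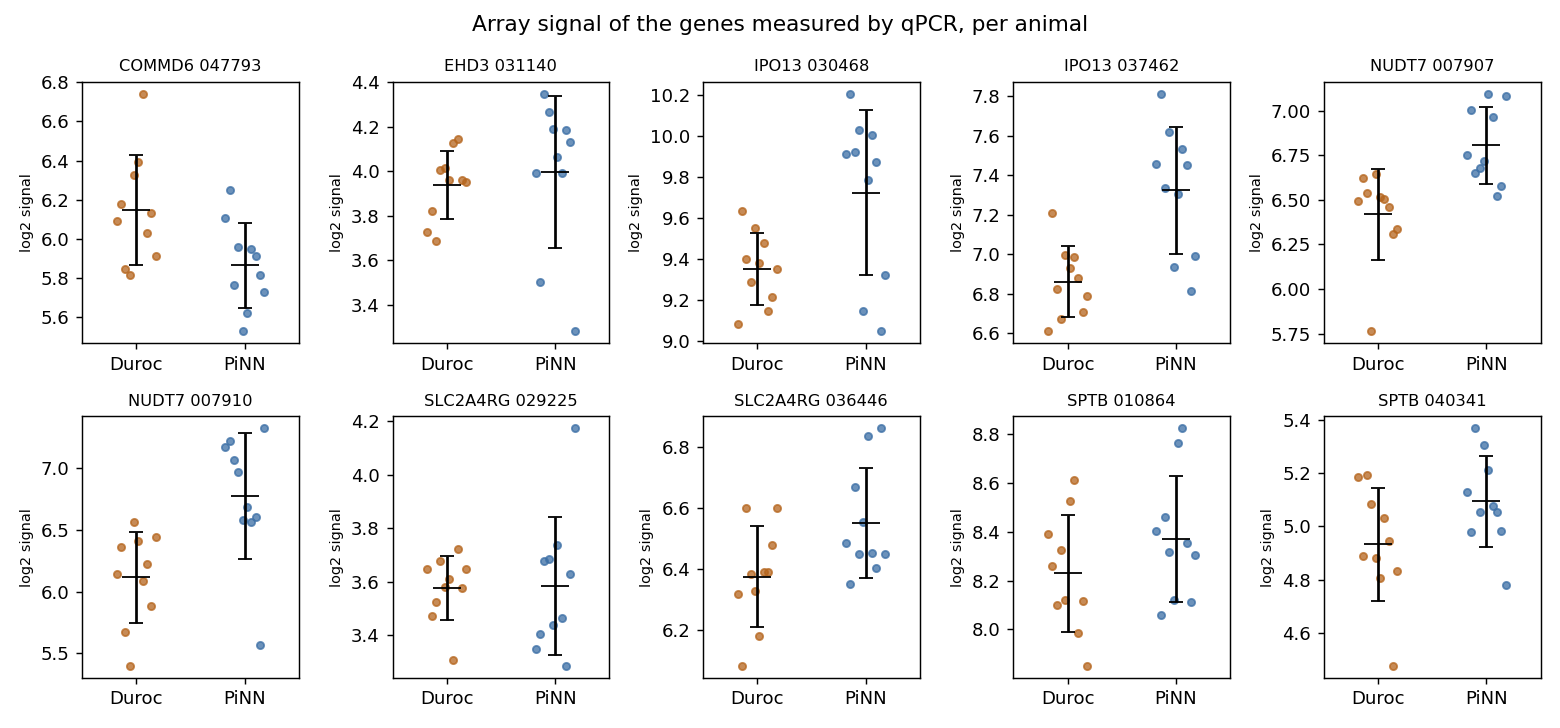
Array signal (log2) of the 10 probe sets of the genes measured by qPCR that are named on the array, in 10 Duroc and 10 PiNN animals. Points are animals, and bars give the mean and SD of each breed. The vertical axes do not start at 0. At SNOWBALL_037462_st of IPO13 all 10 Duroc animals lie below the PiNN median.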

All correspondent CpGs were located within 2 kb upstream the TSS except for *NUDT7* (distance of 5.6 kb; Additional file 9). Box plots of percent methylation of CpG sites on these genes are shown in Fig. 7a and b. Figure 7c shows the corresponding levels of expression as revealed by qPCR (*n* = 8–10 animals per breed). We obtained directionally consistent and significant correlations of 0.6 to 0.8 between the expression levels of microarrays of our previous study and qPCR with the same animals [18]. Most genes were significantly differentially expressed in one of the groups, except *SPTB* and *SLC2A4RG* (Fig. 7c). Three genes were differentially expressed among Pietrain breeds, including *SLC22A18*, *EHD3,* and *IPO13*. Significantly different expression was found between Duroc and Pietrain breeds for *TEDC2, NUDT7, IPO13,* and *COMMD6*. Correspondingly, CpG sites within these genes were also differentially methylated. In particular, high expression levels of *EHD3* with low levels of methylation and low expression levels of *NUDT7* with high levels of methylation were found in PiPP, with vice versa results in PiNN.

**Fig. 7:**
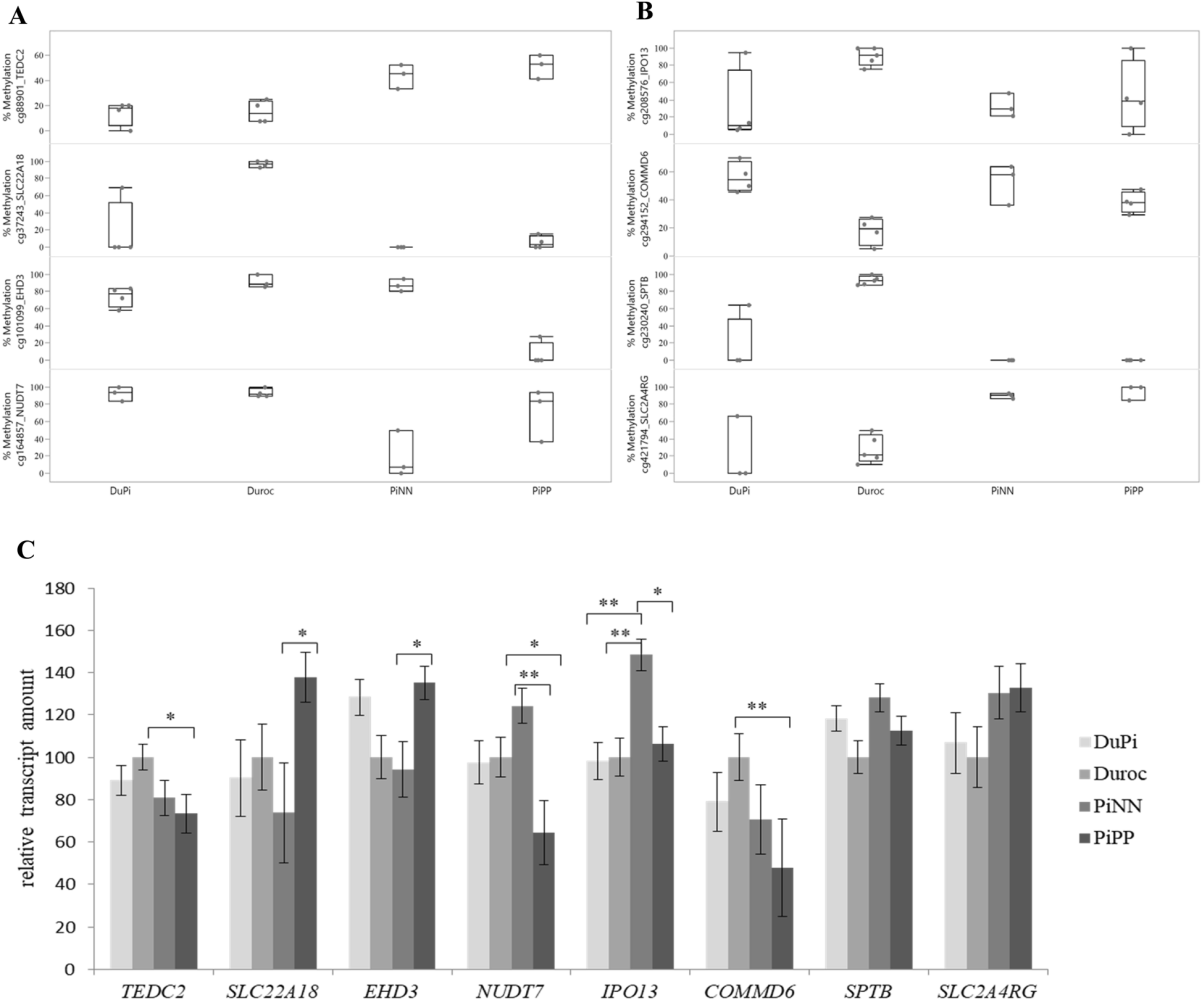
Differentially methylated CpG sites identified between pig breeds. **a** Box plot of percent methylation of CpG sites at *TEDC2, SLC22A18, EHD3,* and *NUDT7.* **b** Box plot of percent methylation of CpG sites at *IPO13, COMMD6, SPB,* and *SLC2A4RG*. The y-axis for both box plots represents methylation level. Genes associated with the CpG are given in parentheses. Box plot represents the range of variation and median value. **c** Relative transcript amount that adjusts the transcript amount of Duroc to 100% as represented on the x-axis and compared with other breeds. The y-axis shows gene names. * *P* < 0.05, ** *P* < 0.01

Moreover, we used pyrosequencing with more samples (8–10 samples per breeds) to validate NGS data. Box plots compared pyrosequencing and NGS data of the CpGs sites at *SPTB* and SLC22A18 (Fig. 8a) and for *NUDT7, CABP2*, and *EHD3* (Fig. 8b). The Spearman correlation between NGS data and pyrosequencing at *p < 0.05* ranged 0.61–0.81 (*EHD3* r = 0.61, *p = 0.021*; *SPTB* r = 0.79, *p < 0.001*; *CABP2* r = 0.81, *p < 0.001*; *NUDT7* r = 0.63, *p = 0.019*; and cg37243 of *SLC22A18* r = 0.75, *p = 0.001*). Together, our data suggest good concordance between NGS data and pyrosequencing results.

**Fig. 8:**
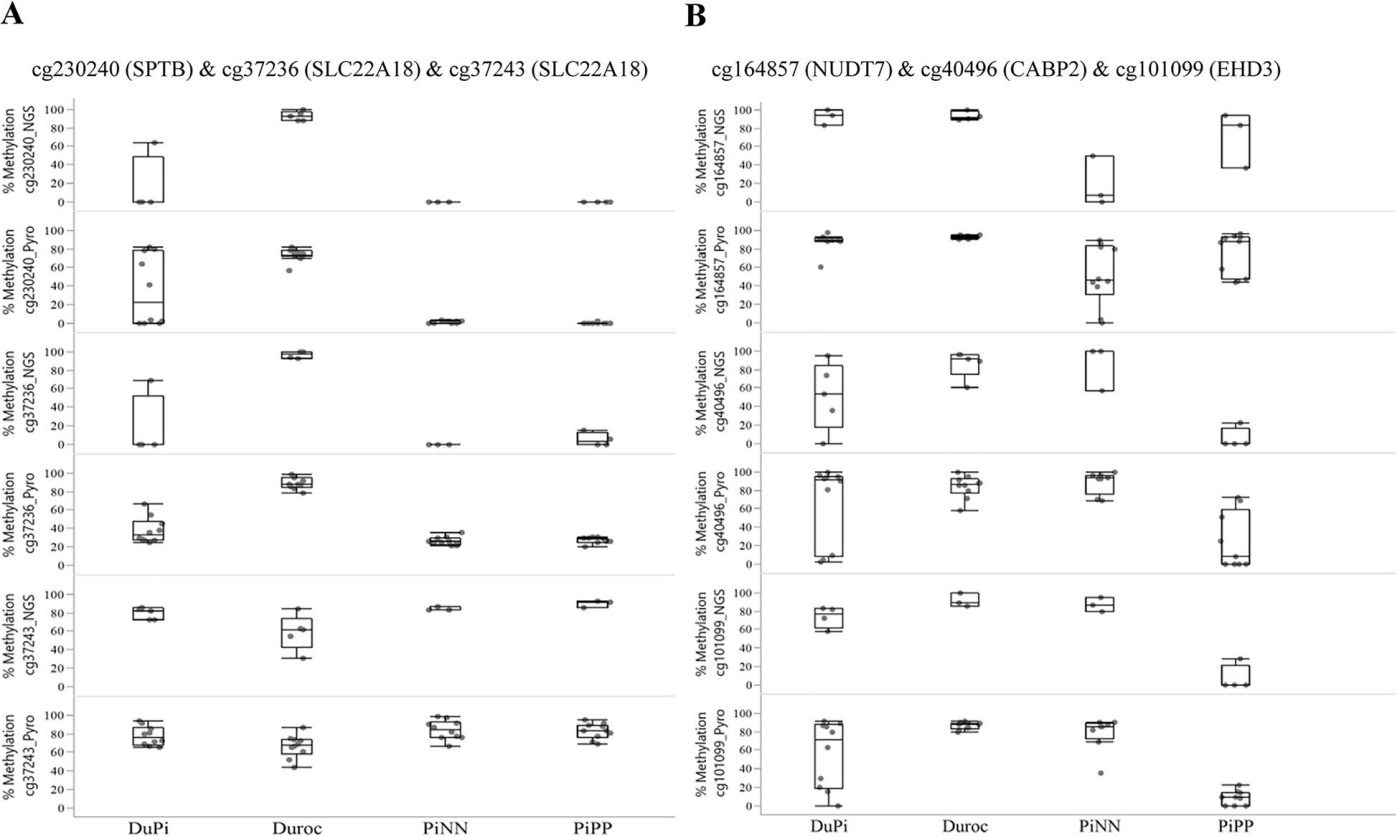
Comparison of differentially methylated CpG sites between bisulfite sequences from next generation sequencing data (NGS) and pyrosequencing data (Pyro). **a** Box plot showing percent methylation of CpGs site at *SPTB* and *SLC22A18*. **b** Box plot showing percent methylation of CpG sites at *NUDT7, CABP2,* and *EHD3*. The y-axis of both box plots represents degree of methylation. Genes associated with the CpG are given in brackets. Box diagram represents the range of variation and mean value. Each point represents a CpG of the individual used. The number of individuals used per breed was 3–5 for NGS and 8–10 for Pyro

## Discussion

Population-specific methylation has been demonstrated in humans, leading to an understanding of population-specific disease phenotypes [28]. Methylation-specific patterns in pig populations may have been promoted by selection for particular traits. Long-term selection and intensive breeding programs have led to a divergence of phenotypes in pigs, including leanness and fat content. Duroc and Pietrain pig breeds have undergone long-term selection to differentially favour traits related to meat and carcass quality, leading to substantial differences in leanness, muscularity, and fat content to represent divergent metabotypes. This study also included F2 crosses of the two divergent breeds, providing a first clue on those differential methylated sites that may have evolved due to the selection process and might be expected to show balanced methylation levels in crosses. The methylation sites that appear as either being of Duroc- or Pietrain-origin that were found based on the comparisons of DuPi vs. both pure breeds potentially represent sites contributing to breed differences since these methylation sites were transferred in crossbreeding over generations. These sites are at least loci that distinguish the pure lines analysed here, which are only exemplary for the breeds Duroc and Pietrain. The groups of PiPP and PiNN that we studied differ at the *RYR1* g.1843C > T genotype on SSC6. In Pietrain pigs (PiPP), mutations in ryanodine receptor 1 (*RYR1*) are associated with susceptibility to malignant hyperthermia syndrome (MHS) and reduced meat quality (pale, soft, exudative) [29, 30]. Mutation of the Ca 2+ release channel, encoded by RYR1, exhibited phenotypic consequences in muscle tissue and the whole organism mediated by modulated Ca^2+^ metabolism. The RYR1 mutation in pigs causes a dysregulation of the calcium-flux leading to early energy depletion, AMPK activation, accelerated glycolysis and an increased incidence of pale, soft, exudative (PSE) meat [31]. We believe that numerous mechanisms and processes likely compensate for the impact of the mutation on intracellular Ca^2+^ homeostasis. Therefore, epigenetic modifications of genes related to Ca^2+^ metabolism may be involved.

In our study, we showed differences in methylation patterns between populations that differ in metabolic phenotype and genetic background at a major gene. All 441,894 CpGs identified by our study can assemble the four groups in a hierarchical cluster analysis, confirming specific DNA methylation patterns of the groups. A potential bias of different DNA methylation among breeds may occur through the presence of SNPs. In this case, we deleted SNPs detected in DNA pools of the respective animal groups. Epigenetic variation detected by bisulfide sequencing may be confounded with genetic variation. For clearer results animals should be genotyped or better whole genome sequenced. In our study, we only sequenced a pool of animals of each breed that may have not recognize all SNPs. The highest number of different DNA methylation sites was found between Duroc and Pietrain pigs, in line with their highly different phenotypes. Methylation profiles of DuPi, the F2 crosses of the two pure breeds, showed intermediate differences. Comparisons between the two Pietrain groups, which differed in the *RYR1* locus only, revealed the lowest differences in DNA methylation patterns. This shows the relationship between DNA methylation pattern differences and phenotypic differences based on an infinite number of quantitative trait loci (QTL) on the one hand and based on a single major gene on the other hand. Previous studies have shown significant genetic control of transgenerational similarity in DNA methylation [32]. This exciting perspective informs our understanding of the link between genetics and the environment, which are in turn linked to phenotype.

The regions differentially methylated among many breeds involved CpGs at 63.38–63.39 Mb on SSC9. This region also showed strong heterogeneity in methylation and very pronounced change in methylation levels among breeds. The region (9:63272406–63,401,079 bp) contained large CpG islands (CGI) and contained many predicted TSS (genome assembly: Sscrofa11.1). TSS was defined using TSS Eponine track from Seqmonk [33]. According to SeqMonk at this position (9:63272406–63,401,079) the ratio of observed to expected CpG of CpG islands is 1.21. This long CGI may contain many other CGI clusters that co-localize more specifically to alternative TSSs and methylation domains [34]. Abnormal methylation of CGIs plays an important role in the regulation of gene expression as observed in many cancer types and regulation of tissue-specific genes [35–37]. Differential methylation in this CGI among many pig breeds may be due to breeding and selection.

Two interesting groups of different methylation patterns were observed based on metabolic phenotype (fatness and leanness) along with a distinct difference between Pietrain pigs with functional mutations in the skeletal muscle Ca^2+^ release channel *RYR* receptor. We found that differentially methylated genes between Duroc vs. other group were significantly enriched in TR/RXR activation. Thyroid hormone (T3) acts through the thyroid receptor (TR), forms heterodimers with RXR along with a number of co-activators, and affects a range of biological processes such as growth, development and metabolism. Moreover, perturbation of T3 and its receptors affects various processes including lipid metabolism, carbohydrate metabolism and steroid metabolism [34, 35]. Differentially methylated genes involved in the Wnt/Ca + pathway or calcium ion binding were found in Pietrain vs. other groups in particular PiPP vs. PiNN. This suggests that DNA methylation changes may induce functionally relevant changes in the skeletal muscle. Metrnl is a novel secreted protein and adipokine expressed in various tissues, including nervous system, adipose, muscle, and mucosal tissue. Metrnl also plays a role in lipid metabolism and insulin sensitivity [38]. In addition, Rao et al. reported a role for Metrnl as a circulating factor that is induced in muscle after exercise and in adipose tissue upon cold exposure, suggesting that Metrnl mediates muscle-fat crosstalk and immune-adipose interactions to increase beige fat thermogenesis [39]. In our study, the Duroc breed, which is fattier than Pietrain, had hypomethylation at cg300556, which maps to the 5′ region of *METRNL*. Hypo-methylation at cg300556 in Duroc pigs could thus be involved in increased expression of *METRNL* and could lead to high fat mass. This is in line with a previous study that found altered DNA methylation as a result of changes in lipid metabolism due to adiposity [40].

It was previously reported that porcine *IDH3B* is upregulated in the back fat of western commercial pigs compared to Chinese indigenous obese breeds and that a mutation in the promoter region induces increased porcine *IDH3B* expression [41]. In this study, two CpG sites (cg408473 and cg408474) located on the promoter region of *IDH3B* (− 14 and − 16 bp from TSS) were more methylated in Duroc and less methylated in the leaner Pietrain breed. The transcription factor CREB or AP-1 can bind in this position as revealed by LASAGNA-Search 2.0 of transcription factor binding sites (TFBSs) [42]. Our data suggest that DNA methylation variations at these CpG regions could potentially be responsible for adiposity. We also detected other genes, such as *COMMD6*, which show high expression levels and lower levels of CpG methylation in the promoter region (77 and 88 bp of TSS) in Duroc pigs. 

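COMMD6, on chromosome 11 of the porcine genome, had 1 probe set on the array. Its signal was 6.15 ± 0.28 (SD, n = 10) in Duroc and 5.86 ± 0.22 (SD, n = 10) in PiNN. The difference was 0.28 (standard error 0.11, unadjusted p = 0.0186 from limma), and 8 of the 10 Duroc animals lay above the PiNN median. The adjusted p was 0.171 over all probe sets. The CpG that the paper lists 88 bp from the start of COMMD6 lies far outside the interval of the gene in the annotation used here, much more than 88 bp from either end. This was not resolved.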

The COMMD family, including COMMD6, was recently described as novel regulatory molecules in plasma lipid metabolism [43]. Spectrin beta, erythrocytic (SPTB) plays a role in the stability of erythrocyte membranes and is associated with spherocytosis type 2, hereditary elliptocytosis, and neonatal hemolytic anemia [44]. *SPTB* was also reported as a sex-specific locus in an associated study of areal bone mineral density [45]. The CpG (cg230240) located in *SPTB* was unmethylated in both Pietrain breeds, highly methylated in Duroc, and hemimethylated in DuPi. However, the functional significance of this gene among pig populations remains unknown.

Imprinted genes are susceptible loci for environmentally induced diseases because of their functionally haploid nature [46]. This epigenetic mechanism leads to parent-of-origin silencing of alleles and depends mostly on DNA methylation and chromatin composition [47, 48]. Epigenetic differences among populations were also reported due to different methylation levels of imprinted genes, including *Igf2, H19,* and *MEG3* [49]. *SLC22A18*, an organic cation transporter, is paternally imprinted in humans and mice [50, 51]. Altered methylation patterns of several imprinted genes including *SLC22A18* lead to development of cancer or modified tumours [52]. Alcohol exposure during pregnancy also alters methylation patterns of *SLC22A18* [53]. Further, a link between *Slc22a18* and fat accumulation has been reported in rats [54]. In pigs, there is still limited knowledge about *SLC22A18*. Interestingly, *SLC22A18* located on QTL regions is associated with fat deposition and with lifetime reproductive traits [55]. Our study revealed higher methylation levels in Duroc compared to both Pietrain. However, only in PiPP expression and methylation levels showed a negative relationship. Many studies reported different methylation sites associated with expression, regardless of the directional change in expression and methylation level [27]. This may be due to the fact that DNA methylation is not exclusively associated with repression of transcription initiation [56]. Selection may play a significant role in altering methylation patterns in the imprinted gene *SLC22A18,* which may lead to phenotypic changes like fatness and altered reproductive traits. The differential methylation of imprinting is therefore likely based not only on environment but also results from breeding selection.

As described above that the differences between PiPP and PiNN are due to mutations within the *RYR1* selection. Gain-of-function mutations in *RYR* cause malignant hyperthermia. A recent study identified loss-of-function mutations in Ca^2+^-binding protein 2 (Cabp2) that causes recessive hearing loss [57]. CaBPs might also contribute to buffering free cytosolic Ca^2+^ ions and the lack of Cabp2-enhanced inactivation of Ca^2+^ influx in inner hair cells [57]. We found that cg40496 located on promoter regions of *CABP2* (− 77 bp from TSS) was more methylated in PiNN compared to PiPP. PiPP with defect in Ca2+ release channel ryanodine receptor (RYR) created to new molecular environment within the cell, which may lead to demethylated Cabp2 and contribute by buffering free cytosoloic Ca^2+^ ions in the cell. This gain-of-function mutation of *RYR* may play a role in the methylation profile of other related functional genes.

A recent study using causal analysis of genetic association supports changes in DNA methylation as a consequence and not cause of obesity [40]. The other transcript identified in our study with lower methylation in PiPP and higher methylation in PiNN that involves Ca^2+^ channel function was *EHD3*. EHD proteins are expressed in cardiac muscle and play key roles in membrane protein targeting and regulation [58]. *EHD3* is a key regulator of anterograde trafficking of the Na^+^/Ca^2+^ exchanger, targeting voltage-gated L-type Ca^2+^ channels in the cardiac ventricle and voltage-gated T-type Ca^2+^ channels in the atria [59, 60]. Together, causal SNPs in *RYR* may affect other related functional genes.

The other interesting transcript identified by our study was *NUDT7*, a member of the nudix hydrolase family. The difference in meat colour between Japanese wild boar and Large White pig breed was reported to be caused by partially different expression of this candidate gene located in the meat colour QTL region of SSC6 [61, 62]. In this study, *NUDT7* was also differentially expressed between Duroc and Pietrain as well as between Pietrain breeds. In addition, methylation levels of cg164857 located within 5671 bp of the TSS on *NUDT7* was also differentially methylated between breeds. *KIF3C* is a member of the *KIF3* family and functions as a motor protein involved in axonal transport in neuronal cells and myogenesis in muscle cells. *KIF3C* is expressed in proliferating myotubes of C2C12 cells, a rat myogenic cell line, as well as in adult mouse muscle [63, 64]. *KIF3C* was identified as an injury-specific kinesin that contributes to axon growth and regeneration by regulating organization of the microtubule cytoskeleton [65]. In our study, cg102313 located 1837 bp from TSS in *KIF3C* was highly methylated in PiPP but not in PiNN. How kinesin-II works together with RYRs is still unknown.

## Conclusions

DNA methylation variations could be mediated by metabolic type, as shown by the change in methylation profile of CpGs located in the promoter regions of *METRNL, IDH3B, COMMD6,* and *SLC22A18,* which are involved in lipid metabolism. In Pietrain pigs with functional mutations in the skeletal muscle Ca^2+^ release channel *RYR*, methylation of related functional genes like *CABP2* and *EHD* are affected*.* These genes may in turn be involved in buffering free cytosolic Ca^2+^ ions or trafficking of the Na^+^/Ca^2+^ exchanger. This study highlights DNA methylation differences among populations that may be the result of the selection process or a consequence of major gene mutation which play significant role in muscle phenotypes.

## Additional files

Additional file 1: Phenotype of the animals used in the study.

Additional file 2: Primers sequence for pyrosequence and qPCR

Additional file 3: CpG sites significant at FDR < 5% and different in methylation level > 25% between Dupi and Duroc

Additional file 4: CpG sites significant at FDR < 5% and different in methylation level > 25% between Dupi and PiPP

Additional file 5: CpG sites significant at FDR < 5% and different in methylation level > 25% between Dupi and PiNN

Additional file 6: CpG sites significant at FDR < 5% and different in methylation level > 25% between Duroc and PiNN

Additional file 7: CpG sites significant at FDR < 5% and different in methylation level > 25% between Duroc and PiPP

Additional file 8: CpG sites significant at FDR < 5% and different in methylation level > 25% between PiNN and PiPP

Additional file 9: CpGs differently methylated between Duroc and PiNN and the transcripts close to these CpGs

Additional file 10: Genes annotated from the selected CpG (different methylation level > 25% and significant at FDR < 5% and position < 2 kb from TSS) were included in GO enrichment analysis by using online tool DAVID.

## Data Availability

Expression data are available in the Gene Expression Omnibus public repository with the GEO accession number GSE69840: GSM1709900–GSM1709919. All RRBS sequencing data have been deposited in the ArrayExpress database at EMBL-EBI (www.ebi.ac.uk/arrayexpress) under the accession number E-MTAB-7338.

## Abbreviations

Dupi: F2 generation of cross-breeding between Duroc and Pietrain breeds
FDR: False discovery rate
MHS: Malignant hyperthermia syndrome
PiNN: Pietrain pig carries genotype 1843 C/C of *RYR1*
PiPP: Pietrain pig carries genotype 1843 T/T of *RYR1*
RRBS: reduced-representation bisulfite sequencing
RYR: Ca2+ release channel ryanodine receptor
TSS: Transcription start site

How the deposited data were processed for this re-analysis (not part of the article)

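Gene expression was measured in longissimus muscle of 10 Duroc and 10 PiNN pigs on the Affymetrix Porcine Snowball array, with 1 array per animal. The sample labels give this muscle as taken 24 h before slaughter, while the paper describes the tissue for the RRBS libraries as collected after slaughter, and which holds for the arrays was not resolved. The values used here are log2 probe set signals, which the authors summarized and normalized between arrays before deposit. The submitters name GCOS version 1.1.1 for their processing, and the methods of summarization and of normalization between arrays are not given in the sources used here. No array was left out. The table holds 47845 probe sets, of which 45922 porcine ones were tested and 1923 control, background and other-species ones were not. Array medians ran from 4.61 to 4.73, and correlations between arrays from 0.953 to 0.986. The RRBS libraries, the pyrosequencing and the qPCR were not analysed here. Methylation values are those the paper lists in Additional file 9. Additional file 1 gives the sex of the animals with RRBS libraries by breed without animal numbers, and the sources used here do not give it for the other animals. It was not inferred, and the planned fit with XIST as a covariate was not run because no probe set is named XIST.

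Breeds were compared with limma version 3.58.1 in R version 4.3.3 (lmFit and eBayes, breed as the only term, two-sided), and p-values were adjusted by the Benjamini-Hochberg method over all tested probe sets at a threshold of 0.05. The methods of the paper name an ANOVA with breed as a fixed effect and q-values, and both were run as alternatives. Of the probe sets of Additional file 9, 2 of RANGAP1 and OPTN matched the table only with another suffix, and were matched by their means. For the directions of expression and methylation, 1 row per gene was taken, with the CpG closest to the transcription start and then the brightest probe set, and tested with exact binomial and Fisher tests. Gene lists, 31 in all, were written before the array values were seen, and some of them are of genes the paper names. The 30 with at least 5 measured genes were tested with camera (preset correlation 0.01) on the brightest probe set per gene. The sex-linked genes, with 1 measured gene, were too few for it.

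The genes named in the text follow a rule fixed before the values were seen. It takes the genes the paper names for expression and the probe sets of Additional file 9, the 10 genes with the largest passing difference on each side, and up to 4 genes per list. The values in Additional file 9 had been seen when the rule was written. The rule gives 201 probe sets. The alternatives are listed for 136 of them, which leaves out genes of the lists that passed no test. That restriction was set after the values were seen, and the counts for all 201 are given as well.

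The alternatives fixed before the data were examined were the ANOVA of the methods, unadjusted p-values, q-values, brighter probe sets alone, quantile normalization, centring on array medians, a variance trend with robust fitting, array weights, only animals with or without an RRBS library, leaving out each animal in turn, other ways to run the gene lists, and other rows of Additional file 9. Others were chosen after seeing the data. They use the array background, the first principal component or the spread of each array as a covariate, leave out PiNN animals 49 and 62, or run camera with an estimated correlation on only the animals with or without an RRBS library. The breeds were also compared with other splits of the animals, 100 in all with the real one, drawn with a fixed seed.

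The procedure was tested on simulated data with the means and spread of the real probe sets. Noise was drawn independently for each probe set, so the simulation holds none of the joint variation between genes on the real arrays. Only 200 of 45922 probe sets were changed, whereas an estimated 79.8% were unchanged on the real arrays. The adjustment of p-values was therefore stricter in the simulation. Of 100 probe sets changed by 0.5 it recovered 56, and of 100 changed by 1 it recovered 94. The number of unchanged probe sets called was 6, or 3.85% of the calls. These shares therefore need not hold for the real arrays.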

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

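The comparisons with other splits of the animals for the listed probe sets, the qPCR genes and the gene lists, the fits with the array background as a covariate, the counts without RPL19, and the interval around the share of genes with matching probe sets were chosen only after the results were seen.

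The number of probe sets that differed between Duroc and PiNN was 1917. Of 100 splits of the animals 1, the real one, gave as many, and the highest other split gave 20. A count this large is thus unlikely by chance alone, though 100 splits cannot exclude it. The splits also cannot part breed from anything that goes with breed in these animals. Without single animals the count ran from 1174 (PiNN 36) to 2489 (Duroc 31), with 1210 without Duroc 46 and 1267 without PiNN 22. For the 16 probe sets of Additional file 9 (1 of 100 splits, highest other 0) and the 2 qPCR genes (1 of 100 splits, highest other 0) the comparison cannot exclude chance, because the study chose these genes by their difference between the breeds on the same arrays.

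The background level of each array differed by -0.07 between the breeds (Duroc minus PiNN, permutation p = 0.201). With it as a covariate 2173 probe sets passed, so the count did not fall. That is above the 20 of the highest other split, but the other splits were fitted without the covariate. The comparison was also added with the 2173 known, so it cannot decide whether the background accounts for the count as a whole. All 1917 kept their direction, with a median ratio of differences of 0.893, and 79.4% of them still passed. This is between the bounds of 50% and 80% that would have counted for or against the background as their cause, so its part in the 394 calls that ended stays open. The median size of the difference of these 394 fell from 0.45 (median standard error 0.12) to 0.38 (median standard error 0.12), so these calls ended as the difference shrank more than its standard error. Those bounds were set after fits with 2 other covariates had been looked at, and with the first principal component, which itself differed between the breeds (permutation p = 0.0473), 52.5% were kept, against 100% with the spread of each array.

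Of the 1917 probe sets, 1903 had the same direction with RRBS animals only, and every other fit that tested them kept all their directions. These fits reuse animals on which the 1917 were chosen, so the kept directions are not independent evidence. The set of passing probe sets changed with the animals and covariates. The share of it higher in Duroc was 66.1% with all animals, 53.9% without PiNN 49, 48.5% with the background covariate and 34.8% with the first principal component as a covariate. No test of what decides this share was planned, and none is offered here. Breed is the biological difference the design names, and sex, which the sources used here give by breed for the animals with RRBS libraries but not by animal, stays open as well. The only measured gene of the list of sex-linked genes, EIF1AY, was higher in Duroc by 0.64 (standard error 0.14, adjusted p = 0.00939), and the sex of the animals was not inferred from it.

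For the 0 gene lists that passed, the comparison with other splits decides nothing about chance, since any split gives at least 0 (100 of 100 splits). The highest other split gave 15 lists, and 94 of the other splits gave at least 1. This points to a structure among the animals that moves many genes together and that camera with a preset correlation of 0.01 counts as list shifts.

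The largest differences were read from 1 probe set per gene, and sequence variants between the breeds under single probes were weighed as their source. Of 17 such genes with several probe sets, 15 (88.2%) had other probe sets that differed on average in the same direction, with a 95% interval from 63.6% to 98.5%. That share is past the 80% set before the values were seen, but the interval, added afterwards, reaches below it. Of the 133 single other probe sets 73 went the same way, and without those of RPL19, which supplies 73 of the 133, 42 of 60 (70.0%) did, and 7 genes had another probe set that passed in the same direction, while 1 of RPL19 passed in the opposite direction (-0.34). The other probe sets averaged 0.0034 for RPL19 and -0.05 for CKB, KLHL22 and ERMAP. These 4 counted among the 15 by their sign alone. Those of EIF4H and GNAS averaged 0.02 in the opposite direction. For all of these genes such variants could account for the difference and cannot be told apart from a change in expression. For CISH (-0.14), ITGA1 (0.38), NR4A3 (0.34) and SLC26A7 (0.55) the others averaged the same direction, but none of them passed. DUSP12, FNTB and SRSF12 had no other probe set of that name, so such variants could not be weighed for them.

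Opposite directions of expression and methylation were weighed against the separate majorities of each direction. Fisher's exact test over genes gave p = 0.185. The share of opposite genes, 61.4%, was above the 52.3% that the majorities give, and the interval of the odds ratio, from 0.539 to 14.9, holds both no association and a strong one. With 44 genes these cannot be told apart. The labels of the arrays place the sampling before slaughter, and the paper places that for methylation after it. The paper also describes the expression profile as coming from the same samples. Which holds was not resolved, and this limits any comparison of expression with methylation.

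Outside Additional file 9, 1901 probe sets passed. The 4 following probe sets without a gene symbol were singled out after their values were seen. SNOWBALL_004478_st differed by 3.03 (adjusted p = 1.2e-13) without overlap of the breeds. SNOWBALL_020855_st differed by 3.86, while PiNN 35 (10.99) and PiNN 36 (11.16) lay at the Duroc level. SNOWBALL_042315_st differed by -1.27 and SNOWBALL_022089_s_st by -1.23.

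In 288 groups of 10 animals (the probe sets named and 8 measures of the arrays), 21 had 1 animal far from the others, where chance gives about 1 in 20. PiNN 49 and PiNN 62 account for 6 each. PiNN 49 was lowest in the spread of its array (1.97), in IDH3B (6.88), NUDT7 (5.56), PIP4K2B (8.01), ATP2A1 (13.07) and PSMD2 (9.05). PiNN 62 was lowest on the fourth principal component (-63.1) and highest in SRSF12 (6.12), NR4A3 (4.89), DNAJC10 (2.76), SLC2A4RG (4.17) and TET1 (8.50). PiNN 41 was highest in DLK1 (5.69). Duroc 32 was lowest in RANGAP1 (5.80), NUDT7 (5.76) and JMJD1C (3.94). Duroc 42 was lowest in EGR3 (4.15) and highest in GBE1 (7.73). Duroc 46 was lowest in PLEKHM2 (8.87), Duroc 59 in BHLHE41 (7.61) and Duroc 28 in CD8A (3.90).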

How the results depend on the processing

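The fits with the array background, the first principal component or the spread of the arrays as a covariate, the fit without PiNN 49 and 62, and the gene lists with an estimated correlation in only the animals with or without an RRBS library, were chosen after seeing the data. The planned fit with XIST as a covariate was not run, since no probe set has that name. The cause of the changes below was not tested. The number of probe sets that differed, 1917, was 7941 at unadjusted p, 7836 with the ANOVA of the methods at unadjusted p, 3135 with array weights, 389 with RRBS animals only, 585 with the other animals, 3390 with the spread of the arrays as a covariate, and from 1174 to 2489 without single animals, lowest without PiNN 36, with 1210 without Duroc 46 and 1267 without PiNN 22. It was 1528 with the ANOVA adjusted, 2173 with the background, 2170 with the first principal component and 2554 without PiNN 49 and 62. For Additional file 9 the 16 probe sets became 46, 50, 26, 3, 6 and 30 in the first settings in the same order, and from 8 to 20 without single animals, lowest without Duroc 46, with 9 without Duroc 43 and 10 without Duroc 58, Duroc 59, PiNN 19, PiNN 22 or PiNN 36. The 2 qPCR genes became 4 with the ANOVA at unadjusted p, 1 with the ANOVA adjusted, with median centring and with animals without an RRBS library, 0 with RRBS animals only, and from 1 to 2 without single animals, 1 without Duroc 43, 46 or 58 or PiNN 19, 20, 22, 35, 36 or 62. The 35 opposite probe sets gave a binomial p of 0.0402 when every listed probe set was counted, and were 12 of 17 near the transcription start. They were 33 with RRBS animals only (binomial p over genes 0.451) and 36 with the other animals (binomial p over genes 0.0961). The odds ratio over genes was 1.60 with RRBS animals only (Fisher p = 0.532) and 3.65 with the other animals (Fisher p = 0.147). The 0 gene lists became 1 with array weights, 9 with RRBS animals only, 10 with the others, 7 with the background and 10 with the first principal component. They became 2 with the spread, 3 without PiNN 49 and 62, and from 0 to 2 without single animals. The highest of the latter was without PiNN 49, with 1 without Duroc 24, Duroc 31, PiNN 36 or PiNN 62. All these counts use camera with the preset correlation. With an estimated one 0 lists passed in all animals (smallest adjusted p 0.798 from camera), and apart from the RRBS subsets it was run in no other fit. Oxidative phosphorylation, ribosomal, proteasome, fatty acid oxidation and citric acid cycle genes passed in both subsets, higher in Duroc among RRBS animals and lower among the others. With an estimated correlation 0 lists passed in both, at smallest adjusted p 0.592 with RRBS animals and 0.432 with the others, so these opposite shifts rest on the preset correlation of 0.01. Of 201 named probe sets 54 passed, of which 53 kept their direction in every alternative that tested them (31 or 32), though the alternatives reuse the same animals. Of the 54, 33 still passed whichever single animal was left out, while 39 probe sets that had not passed changed direction in at least 1 alternative. With RRBS animals only, these became IDH3B (SNOWBALL_019171_st) 0.47, MPRIP (SNOWBALL_047531_st) 0.0913, PLEKHM2 0.0908, SLC2A4RG (SNOWBALL_029225_st) 0.0578, UBE2D4 0.19, VPS28 0.0229, YKT6 0.27, ZNF740 (SNOWBALL_038784_st) -0.0407, METRNL 0.13, CD74 0.15, PFKM 0.30, PSMB1 0.0706, PSMB2 0.0700, PSMB3 0.20, PSMD2 0.0496 and, the exception among those that passed, RPS9 0.0335. With the other animals only, MED13L became 0.0275 (SNOWBALL_016495_s_st) and 0.0271 (SNOWBALL_024364_st), MPRIP (SNOWBALL_045537_st) 0.0152 and TMCC3 -0.0645. SLC2A4RG (SNOWBALL_029225_st) became 0.00815 with array weights, 0.00207 with the background, 0.0204 with the first principal component and 0.0715 without PiNN 49 and 62. MPRIP (SNOWBALL_045537_st) became 0.000335, 0.0721 and 0.00232 in the last 3 of these, MED13L (SNOWBALL_016495_s_st) 0.00133 with the component and 0.0130 without PiNN 49 and 62, and TMCC3 -0.11 with the component. Without single animals IDH3B (SNOWBALL_019171_st) ran from -0.138 to 0.0238 and SLC2A4RG (SNOWBALL_029225_st) from -0.0415 to 0.0575. The mean signal of 62.3% of the tested probe sets was above background, and differences in the others are limited by it.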

Differences from the paper's values

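The comparison of p-values was chosen only after the values were seen, and the other comparisons before. The paper counts 4 of the genes measured by qPCR as different between Duroc and PiNN on the arrays, and 2 passed here at an adjusted p under 0.05. The paper's sentence on these genes states no threshold, and for the probe sets near differentially methylated CpGs it gives an unadjusted p under 0.05, corresponding to q under 0.09. The number was 3 at an unadjusted p under 0.05, which is within 1.5 times the paper's, and 4 with the ANOVA of the methods at an unadjusted p under 0.05, the setting that gives the paper's genes. Under the other alternatives fixed before the data were examined it was from 0 to 2.

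For at least 10 of the 54 probe sets of Additional file 9 the paper's p differs from the p of an ANOVA on the same values, although all 54 differences on the log2 scale match. The paper's p is 0.0009 for RANGAP1, where 0.0232 was found here, 0.0387 for SIX2 (here 0.254), 0.0221 for TMCC3 (here 0.277), 0.0008 for COMMD6 (here 0.0221), 0.0109 for UBE2D4 (here 0.0818), 0.002 for PLEKHM2 (here 0.0344), 0.0338 for OPALIN (here 0.147) and 0.0015 for YKT6 (here 0.0300). For RXRA (here 0.00273) and KTN1 (here 0.00278) the paper's p is given as below 0.0001. It is also given so for CLCN1 and PCBP1, where the ANOVA p here was below 0.0001 too, so these were not counted as different. For PCBP1 the paper's adjusted p, 1.62e-07, is below the ANOVA p of 3.64e-05 found here, so its p may differ as well. Of the alternatives fixed before the data were examined, quantile normalization brings UBE2D4 and PLEKHM2 within 1.5 times the paper's p, the animals without an RRBS library bring UBE2D4 there, and leaving out PiNN 20 brings OPALIN there. No alternative does so for the other 7.

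For the percent of Additional file 9 probe sets with opposite directions the paper prints 65.8% beside its 35 probe sets, and 35 of 54 is 64.8%. The paper proposes a higher expression of METRNL in Duroc. The array difference was -0.11 (standard error 0.09, adjusted p = 0.580), and among the animals with an RRBS library it was 0.13 (adjusted p = 0.758).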

Other observations

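The values in this part were looked up after the other results were seen, apart from those of the genes the paper names and of the list of red cell genes.

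METRNL had a signal of 6.29 ± 0.19 (SD, n = 10) in Duroc and 6.40 ± 0.18 (SD, n = 10) in PiNN. RXRA, a partner of the thyroid hormone receptors, had a signal of 8.05 ± 0.16 (SD, n = 10) in Duroc and 8.31 ± 0.17 (SD, n = 10) in PiNN, a difference of -0.26 (standard error 0.08, adjusted p = 0.0828 from limma).

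Among red cell genes, the haem synthesis enzyme ALAS2 differed by -0.51 (adjusted p = 0.0327, lost in 8 of the 20 fits without a single animal, up to 0.0673), with a Duroc signal of 3.91 just below the background mean, and HBB by -1.16 (adjusted p = 0.0527). The others did not pass, at 0.11 for EPB42, -0.05 for HBM, -0.04 for AHSP and -0.01 for SLC4A1, and the list had a median difference of -0.04 and was not shifted at an adjusted p under 0.05 by camera (0.340). Of 6 measured genes of this list, 1 passed over all probe sets and 2 when adjusted over the list alone.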
